# Chronotherapy of Non-Steroidal Anti-Inflammatory Drugs May Enhance Postoperative Recovery

**DOI:** 10.1038/s41598-019-57215-y

**Published:** 2020-01-16

**Authors:** H. Al-Waeli, B. Nicolau, L. Stone, L. Abu Nada, Q. Gao, MN. Abdallah, E. Abdulkader, M. Suzuki, A. Mansour, A. Al Subaie, F. Tamimi

**Keywords:** Predictive markers, Medical research

## Abstract

Postoperative pain relief is crucial for full recovery. With the ongoing opioid epidemic and the insufficient effect of acetaminophen on severe pain; non-steroidal anti-inflammatory drugs (NSAIDs) are heavily used to alleviate this pain. However, NSAIDs are known to inhibit postoperative healing of connective tissues by inhibiting prostaglandin signaling. Pain intensity, inflammatory mediators associated with wound healing and the pharmacological action of NSAIDs vary throughout the day due to the circadian rhythm regulated by the clock genes. According to this rhythm, most of wound healing mediators and connective tissue formation occurs during the resting phase, while pain, inflammation and tissue resorption occur during the active period of the day. Here we show, in a murine tibia fracture surgical model, that NSAIDs are most effective in managing postoperative pain, healing and recovery when drug administration is limited to the active phase of the circadian rhythm. Limiting NSAID treatment to the active phase of the circadian rhythm resulted in overexpression of circadian clock genes, such as Period 2 (Per2) at the healing callus, and increased serum levels of anti-inflammatory cytokines interleukin-13 (IL-13), interleukin-4 (IL-4) and vascular endothelial growth factor. By contrast, NSAID administration during the resting phase resulted in severe bone healing impairment.

## Introduction

Postoperative recovery following invasive surgical interventions is usually painful and can cause significant morbidity and even mortality in some cases^1^. Postoperative pain is a response to injury in which inflammatory mediators are released, inflammatory cells infiltrate the damage site, and nociceptive nerve fibres are activated to produce pain^2^. Pain relief is crucial for full recovery; it is essential for the healing process and to resume physical activities^3^. However, drugs typically used for postoperative pain management are problematic. Acetaminophen is ineffective in severe pain, and while NSAID and opioids are useful for controlling surgical pain^4^, opioids can cause constipation and addiction, and NSAID can delay healing^5–8^. Therefore, there is an urgent need for better strategies to manage postoperative pain. One way of achieving this is by developing NSAID treatments that control pain and inhibit inflammatory catabolic activities while sparing the anabolic pathways of wound healing.

Inflammation is essential in healing^9^. For example, when connective tissues are injured, an inflammatory response starts by the conversion of arachidonic acid (AA), either into prostaglandin H2 (PGH2) via cyclooxygenase (COX), or into interleukotrien A4 (LTA4) via 5-lipoxygenase (5-LO). Downstream specific synthetase enzymes convert PGH2 and LTA4 into bioactive lipid mediators, such as prostaglandin E2 (PGE2), which play a crucial role in tissue repair^9,10^. Also, release of pro-inflammatory cytokines and growth factors at the injury site, results in increased secretion of prostaglandins. Prostaglandins contribute to the regulation of mesenchymal cells^11^, thus by inhibiting the production of PGE2 via COX, NSAIDs reduce the production of PGE2, and subsequently inhibit the healing of conective tissues (bone, cartillage, dermis, etc) (Table S1).

All living organisms possess a circadian rhythm that anticipates the response to changes during the 24-hour cycle^12^. The circadian system in mammals is composed of a central clock within the suprachiasmatic nuclei and peripheral clocks inside all cells. The circadian clock is controlled through a feedback loop of heterodimer core clock genes composed of circadian locomotor output cycles kaput(Clock) and brain and muscle Arnt such as protein-1(Bmal1). Clock and Bmal1 drive the expression of two inhibitors, cryptochrome(Cry) and period(Per)^13^. This molecular clock modulates the immune response and the healing processes in connective tissues^13^ (Fig. 1 and Table S2). For instance, macrophage activity, leukocyte recruitment, and pro-inflammatory mediators such as interleukin-1β (IL-1β), interleukin-6 (IL-6), and interleukin-12 (IL-12) increase at the beginning of daily activity. During this phase, the levels of Tol-Like Receptors TLR9 and TLR4 also increase, leading to the upregulation of CCL2, CXCL1, CCL5, and subsequent leukocyte recruitment and potential tissue damage in injured sites^12–15^(Fig. 1). By contrast, anti-inflammatory mediators and other growth or angiogenesis factors, such as the vascular endothelial growth factor (VEGF), peak during the resting phase^13,16,17^ (Fig. 1 and Table S2).

**Figure 1:**
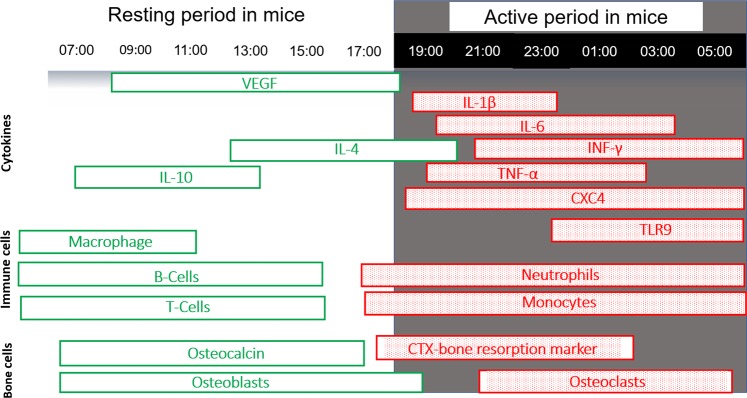
Diagram of the circadian rhythm in immune cells, pro-inflammatory and anti-inflammatory mediators, bone resorption and formation markers.

The circadian rhythm affects many aspects of connective tissue metabolism^18^. A 24-hour oscillation occurs in bone tissue during growth^19^, formation, resorption^20,21^, and in the endochondral ossification during bone fracture healing^21^. Bone formation occurs during the resting period, and resorption occurs mostly during the active period^21^. Experimental studies in rodents and humans reveal that the disruption of sleep and circadian rhythm impairs bone formation^22^. All bone cells such as osteoblasts, osteoclasts, and chondrocytes express clock genes, such as Per or Cry, that influence bone volume regulation^23,24^. Cry2 influences the osteoclastic activity and Per2 regulates osteoblast activity^25^. The circadian clock also affects pain, with sensitivity peaking during the active phase^26^. Part of the pain response oscillation could be explained by changes in COX-1 and COX-2 activity throughout the day^27^, especially after an injury or insult^28^. These variations may contribute to the clinically evident circadian variations in the pharmacokinetics effects of NSAID. Specifically, maximum absorption and effectiveness are achieved when the drug is administered during the active phase when animals are awake^29–33^.

Different clinical studies suggest that careful selection of the time of administration can improve the effectiveness of NSAID and can markedly reduce their undesirable effects^34^. These drugs exert a strong anti-inflammatory effect when ingested or injected in the morning or early afternoon, but not in the evening, when the risk of its adverse effects such as indigestion, stomach ulcers, and acute kidney problems increase^35^.

In this study, we investigated how time of NSAID administration impacts postoperative pain and healing. We **hypothesized** that circadian variations in inflammation caused by clock genes could determine the postoperative effectiveness of NSAID therapy. Accordingly, limiting NSAID administration to the beginning of the daily activity phase should improve recovery. To test our hypothesis, we assessed the effect of surgery time and time of NSAID delivery on pain and healing outcomes in a bone fracture surgical model in mice. We determined the most efficient delivery time for NSAID after a bone fracture surgery. Moreover, we investigated the molecular differences between the healing sites of mice that received NSAID during the active phase and those that received it during the resting phase by characterizing the gene expression profile of fracture calluses in both groups.

## Results

### The timing of bone fracture does not affect bone healing and recovery

To set the basis for the assessment of NSAID chronotherapy, we first investigated the effect timing of bone fracture on bone healing and recovery. We carried out this experiment by comparing pain behaviour and bone healing of mice that received tibia fracture surgery during the resting phase (when animals are sleeping) to those that received the fracture during the active phase (when they are awake) (Fig. 2).

**Figure 2:**
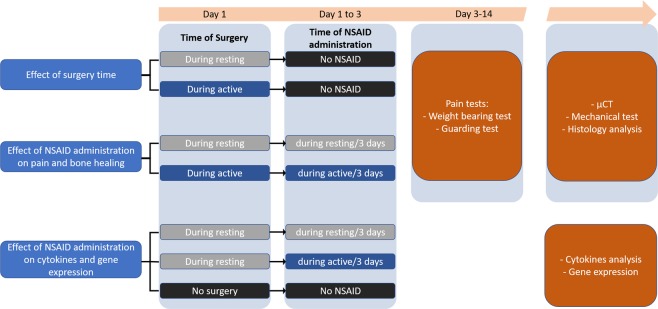
Study design and objectives.

There were no significant differences in pain behaviour between mice that received tibia surgery during the active or resting phases (Fig. 3a,b). The guarding of the injured limb increased, but it returned to almost pre-fracture levels by day 14. Similarly, the tendency to bear more weight on the uninjured versus the injured limb increased after the bone fracture, but partially resolved by day 7.

**Figure 3:**
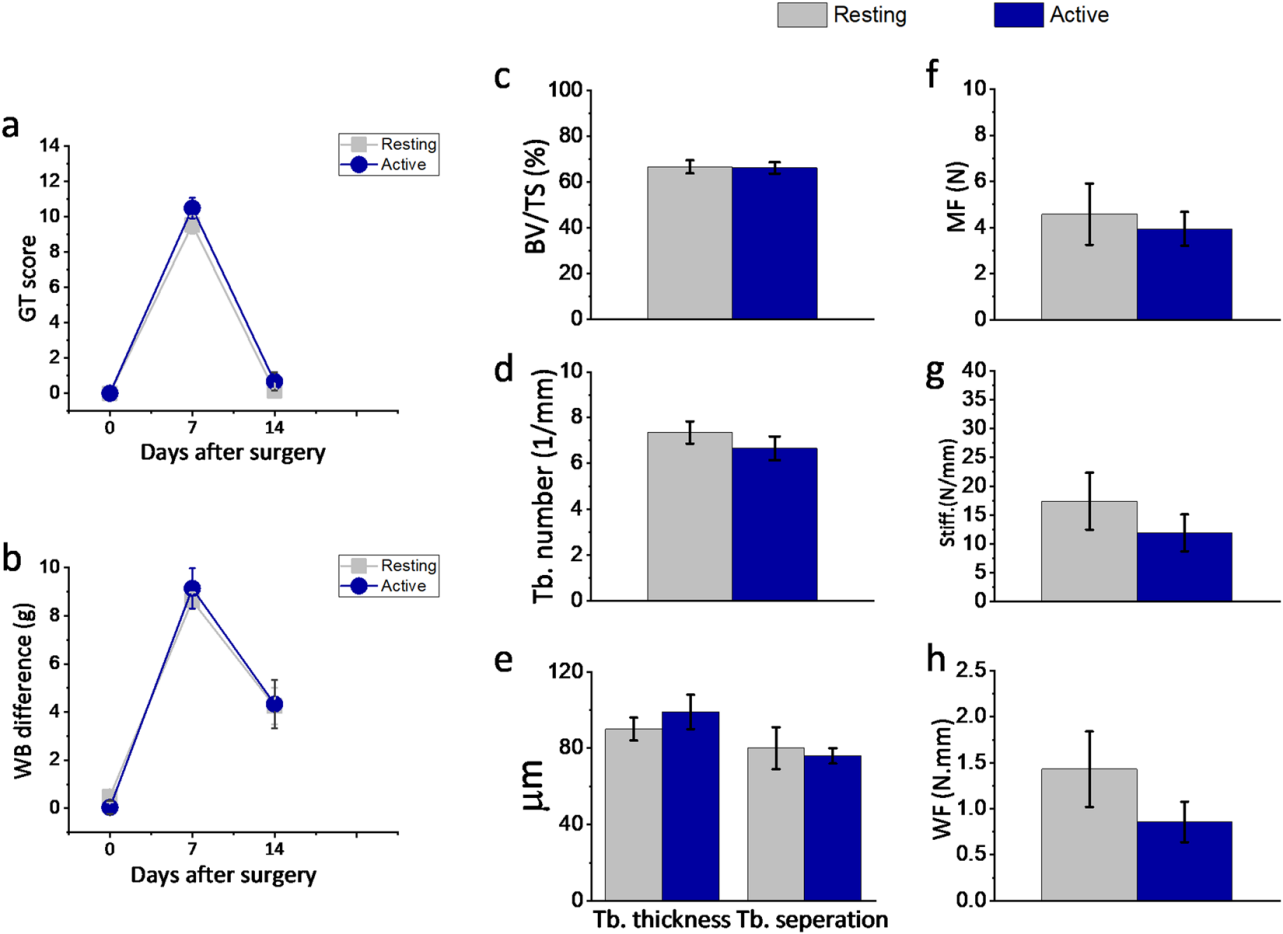
Effect of bone fracture surgery timing on pain and bone healing. (**a**,**b**) Pain assessment, (**c**–**e**) μCT analysis and (**f**–**h**) mechanical analysis of tibiae fracture during resting time and active time at day 14 after tibia fracture surgery. The data show that both groups (n = 8 per group) had similar pain behaviour (weight bearing (WB), guarding tests (GT)), bone volume fraction (BV/TV), trabecular number (Tb.N), spacing between the trabecula (Tb.Sp), trabecular thickness (Tb.Th), maximum force (MF), stiffness (S) and work to failure (WF). All data are expressed as Mean ± SE values.

Two weeks following surgery, the osteotomy sites of the fractured tibiae were subjected to micro computed tomography (µ-CT) analyses to assess bone healing (Fig. 3c,d,e). We did not observed significant differences in the bone volume to tissue volume (BV/TV), callus size, trabecular number (Tb.N), or spacing between the two experimental groups. Moreover, the biomechanical analysis revealed no significant difference in the force to fracture, stiffness or work to failure measurements between the bones harvested from the two experimental groups (Fig. 3f,g,h).

### The timing of NSAID administration affects bone fracture pain and recovery

To assess the effect of the timing of NSAID administration on bone fracture pain and recovery, we used a methodology like that discussed in the previous experiment (Fig. 2). We evaluated the pain behaviour of two groups of mice following a tibial fracture. For pain management, after the bone fracture, one group received NSAID at the beginning of the active phase, and the other group received NSAID at the end of the active phase.

Immediately after inducing a tibial fracture, all mice increased limb guarding and decreased weight bearing on the injured limb, which are both indicators of pain. Two weeks after surgery, the mice in the group that received NSAID during the active phase recovered the weight bearing in comparison to pre surgery values (P = 0.85, Fig. 4c). However, mice treated during the resting phase still showed slower recovery after two weeks in comparison to pre surgery scores in guarding and weight bearing tests (p < 0.05, Fig. 4b,c). Also, the mice treated during the active phase bore significantly more weight on the injured limb at day 14 compared to the resting phase group (p < 0.05, Fig. 4c).

**Figure 4:**
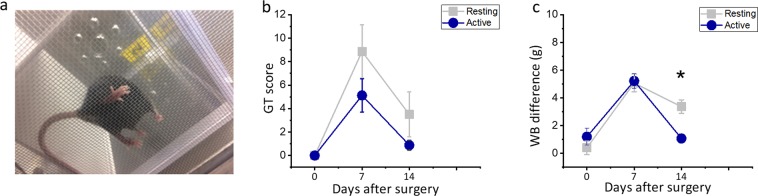
Effect of NSAID dose timing on pain behaviour. Effect of NSAID administration on pain behaviour (n = 8 per group) at 0, 7 and 14 days after surgery. (**a**) Guarding test mesh for the paw of the fractured leg, (**b**) guarding test, (**c**) weight bearing test. Scores are expressed as mean ± SE values *P < 0.05.

To assess the effect of NSAID timing on bone healing, we analyzed the morphology and mechanical properties of the harvested bones from the mice of the two groups described above. Two weeks after inducing the bone fracture, µ CT analyses revealed that NSAID treatment during the active phase resulted in significantly larger callus at the fracture sites, and higher bone volume to tissue volume, trabecular number, and decreased spacing between the trabeculae, than NSAID treatment during the resting phase (Fig. 5b,c,d) (p < 0.05). Histomorphometric analysis of the fractured bones also revealed a significantly larger callus area and greater mineralized bone area in mice treated during the active phase compared to the resting phase (Fig. 5k). This was associated with significantly fewer tartrate-resistant acid phosphatase (TRAP)-stained osteoclasts in the animals receiving NSAID during the active phase (Fig. 5n).

**Figure 5:**
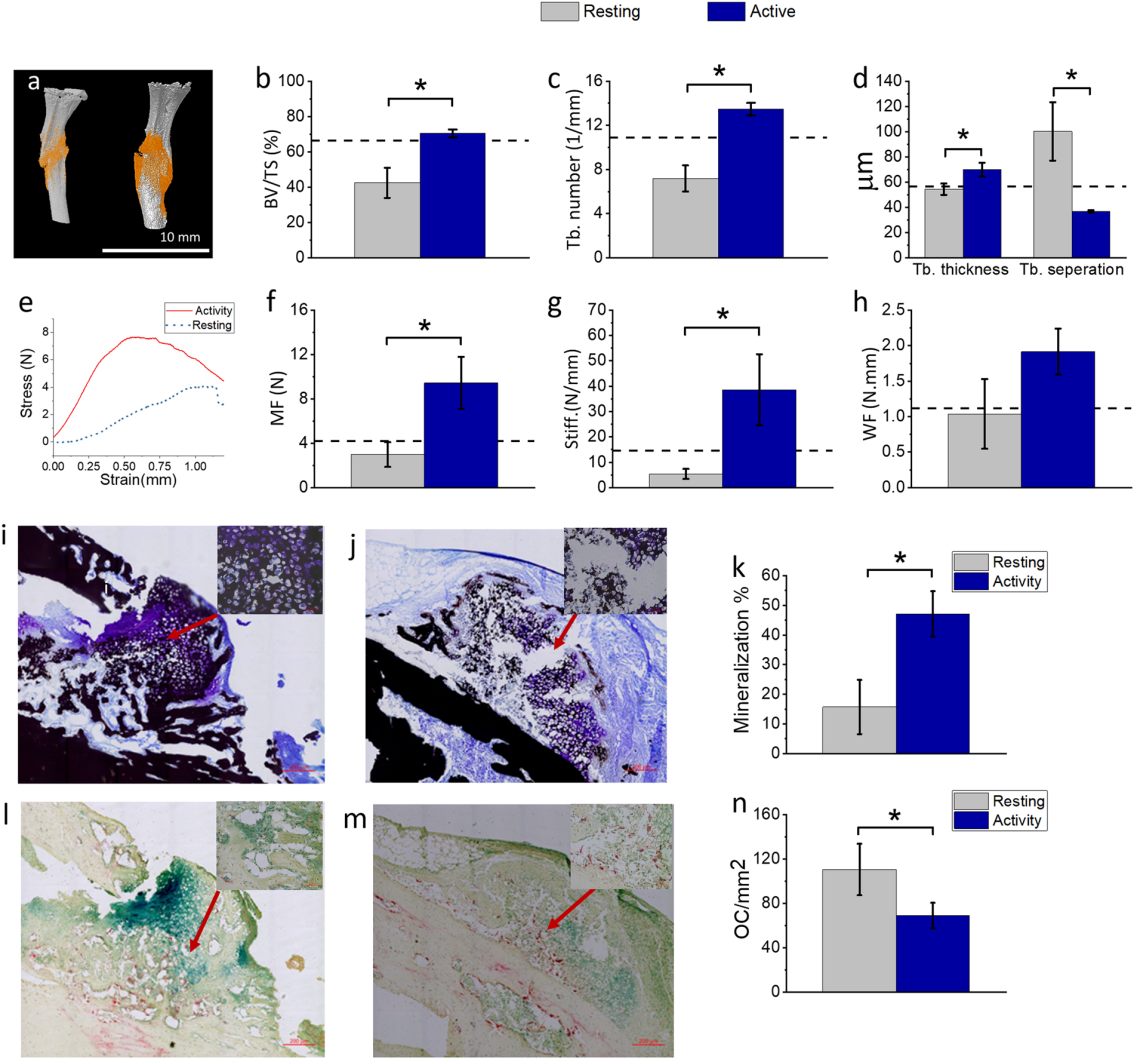
Effect of NSAID dose timing on bone healing outcomes. (**a**) μCT images of tibiae retrieved from the NSAID resting time group (left) and NSAID active time group (right) at day 14 after tibia fracture surgery, dotted line represents the average results without NSAID administration from Fig. 3. The group that received NSAID at the active time had (**b**) a higher bone volume fraction (BV/TV) and (**c**) trabecular number (Tb.N), (**d**) lower spacing between the trabecula (Tb.Sp) and higher trabecular thickness (Tb.Th) compared to the group receiving NSAID at resting time (n = 7 per group). (**e**) The mechanical stress-strain curve of 3-point bending tests on the fractured bones, (**f**) maximum force (MF), (**g**) stiffness (Stiff.) and (**h**) work to failure (WF) of the fractured tibiae of each group (n = 7 per group), dotted line represent the average results without NSAID administration from the surgery time experiment (Fig. 3). (**i**–**n**) Histology Von-Kossa-stained sections: (**i,j**) mineralization in black at fracture sites in mice (**i**) receiving NSAID during resting time or (**j**) during active time. (**k**) Percentage of mineralized tissue within the callus. Tartrate-resistant acid phosphatase (TRAP) stain (**l**,**m**) shows the osteoclasts in the fracture site of mice receiving NSAID (**l**) during resting time and (**m**) active time (scale bars represents 200 μm (big image, and 10 μm small image)). (**n**) Number of osteoclasts per unit area of callus (n = 4 per group). All data are expressed as Mean ± SE values. *P < 0.05.

To investigate whether differences in biomechanical properties accompanied the difference in the structure of the healing callus, the biomechanical characteristics of the healing bones from the two experimental groups were investigated by three-point-bending tests (Fig. 5e,f,g,h). Analysis of the load-displacement curves showed higher maximum force to fracture and stiffness in the fractured bones of the animals treated during the active phase, in comparison to the mice receiving treatment during the resting phase (Fig. 5f,g,h). It is interesting to observe that the administration of NSAID at the resting time resulted in impaired healing compared to mice not treated with NSAID, whereas the “active time “treatment had the opposite effect.

Due to the importance of our results and their potential clinical implications, we decided to repeat part of the experiments to confirm the results. This was done by a different group of researchers (QG MS) that repeated independently part of the experiments in order to further validate of our results. This included the experiments designed to assess the effect of surgery time, and the timing of NSAID administration after bone fracture, and the subsequent analyses (pain and behavioural tests and bone healing assessment through micro CT scan and mechanical bending tests).

### The timing of NSAID administration affects systemic inflammation after bone fracture

To understand how the timing of NSAID administration after bone fracture affects the systemic inflammatory response, we measured the levels of 20 inflammatory cytokines in serum. These analyses revealed increased levels of interleukin IL-13, vascular endothelial growth factor, and IL-4, and decreased levels of IL-1β and interferon gamma-induced protein 10 in the mice receiving treatment during the active phase compared to those receiving it during the resting phase (p < 0.05) (Fig. 6a,b).

**Figure 6:**
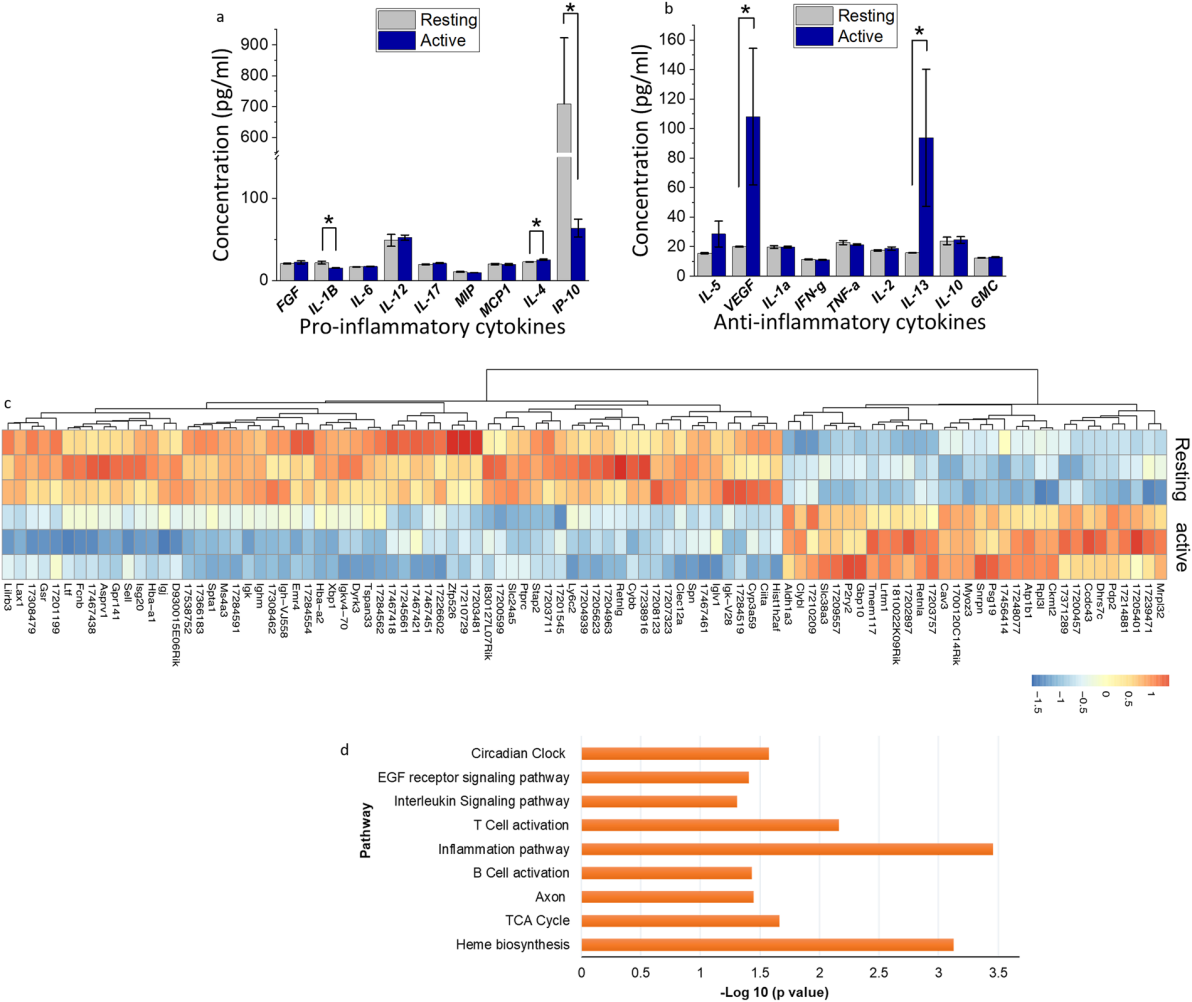
Effect of NSAID dose timing on systemic inflammatory cytokines and gene expression of the healing callus. (**a**,**b**) The concentration of serum cytokines during fracture healing: (**a**) serum concentrations of pro-inflammatory cytokines, and (**b**) anti-inflammatory cytokines and growth factors. (**c**) Gene expression heat map for the top 100 genes that showed at least 1.5-fold difference (P < 0.05), upregulated (red) or downregulated (blue), at day three after fracture surgery for the group receiving NSAID at active time compared to those receiving NSAID at resting time. (**d**) PANTHER pathway ontology analysis showing significantly enriched Panther pathways (p < 0.05) of differently expressed genes between the group that received NSAID at the active time compared to resting time at day 3 after fracture surgery. Concentrations are expressed as mean ± SE values. *P < 0.05.

### The timing of NSAID administration affects gene expression in bone fractures

The effect of the timing of NSAID administration on the expression of genes at the bone fracture site was assessed using RNA microarray. Extracted total RNA pools were harvested on day 3 after surgery and examined for global gene expression profiles (Figs. 6c,d and S3a–c and Tables S3 and S4). 

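The gene expression data came from 9 mice assigned to 3 groups: unfractured control mice without NSAID, mice given carprofen at the active time (ZT13) and mice given it at the resting time (ZT2) after tibia fracture. Each group had 3 arrays. Carprofen is an NSAID that inhibits the COX enzymes, and it was given at 20 mg/kg for 3 days. All tissue was taken at ZT6, and the fractured tibiae were taken 78 hours after surgery. By the paper's account this was more than 18 hours after the last dose in the active group and more than 30 hours in the resting group, so the groups also differed in the time since the last dose. The sample was the central part of the tibia with callus and hematoma, a tissue that holds bone, marrow and blood cells and to which muscle can adhere. In each array, 100 ng of total RNA was labelled and hybridized to a GeneChip Mouse Gene 2.0 ST array, which measures whole transcripts with many probes per gene. The authors normalized the signals. The normalization algorithm and the log base are not given in the sources used here, and the range of the values fits a log2 scale. The table used here had 24367 rows with 22354 gene symbols. Where a gene had several rows, the row with the highest mean over all arrays was used. Groups were compared with limma in 1 fit of all 9 arrays, and p-values were adjusted over all rows by the Benjamini-Hochberg method. An exact permutation test of 3 arrays against 3 cannot give a two-sided p under 0.10. For 200 changed genes added to simulated arrays with the same spread, 81.3% of 2-fold and 21% of 1.5-fold differences between the active and resting groups were recovered at an adjusted p under 0.05. The paper speaks of RNA pools and of individual mice, and the p-values measure the spread between these RNA samples. The number of arrays limits the precision of every value.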

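Genes of blood-forming cells were lower, and genes of skeletal muscle were higher, in the fracture site of the active group than in that of the resting group. Of 20 erythroid genes, which serve hemoglobin and the red cell membrane, 19 were lower in the active group, with a mean log2 difference of -0.88 (SD over genes 0.44). All 19 genes of neutrophils and their precursors were lower, with a mean of -0.61. The 25 skeletal muscle genes, which encode contractile proteins and muscle enzymes, had a mean of 0.34, and 24 of them were higher. Hba-a2, an alpha globin gene, had a log2 signal of 12.03 ± 0.34 (SD, n = 3) in the active group and 12.86 ± 0.16 (SD, n = 3) in the resting group. Ighm, the heavy chain of immunoglobulin M, had the smallest adjusted p of all genes, with a log2 difference of -1.38 (SE 0.16, adjusted p = 0.10 from limma). Ckmt2, a mitochondrial creatine kinase of muscle, had a log2 difference of 1.26 (SE 0.24, adjusted p = 0.33 from limma). Mki67, a marker of dividing cells, had a log2 difference of -0.61 (SE 0.17, adjusted p = 0.55 from limma), and 14 of 15 genes of cell proliferation were lower (mean -0.22).

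**Figure D1:**
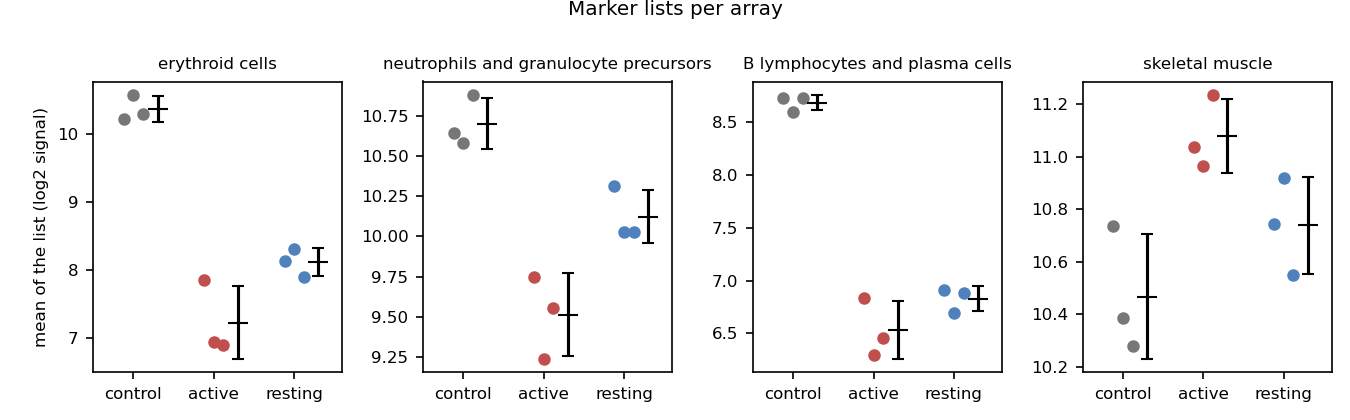
Mean log2 signal of 4 marker lists in each of the 9 arrays (points), with the group mean and SD (n = 3) in black. The erythroid list lies between 6.90 and 7.85 in the active arrays and between 7.91 and 8.31 in the resting arrays.

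No gene passed an adjusted p under 0.05 between the active and resting groups with limma or with the methods' t-test. At an unadjusted p under 0.05, 1489 rows passed in limma, where chance alone gives 1218.4. At this threshold with a difference of at least 1.5-fold, 89 rows were higher and 148 lower in the active group, 237 in total. When adjusted over the list alone, 18 erythroid, 15 neutrophil and 3 muscle genes passed. With the preset correlation of 0.01, camera called 13 of 25 lists, 3 of them higher and 10 lower. None of these calls held with an estimated correlation, where the adjusted p = 0.16 for the erythroid and neutrophil lists, 0.28 for muscle and 0.32 for proliferation, and fry called 0. The estimated correlation also gave 0 calls in both comparisons with the control. A call lost under it therefore does not by itself show that a list is unchanged. Gene labels of Fig. 6c had been read when the lists were written, so these lists are not independent evidence of their direction. Without active replicate 1, 35 rows passed the adjusted p and 512 the 1.5-fold threshold, Ighm among the former (log2 difference -1.58). Without resting replicate 1, 517 rows passed the 1.5-fold threshold, and without resting replicate 2, 1 row passed the adjusted p.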

NSAID administration during the active phase elicited a different gene expression profile in comparison to the resting phase group. In comparison to the negative control group (no NSAID and no surgery), there were 8300 genes expressed in the group that received NSAID during the active phase after bone fracture, and 7200 genes expressed in the group that received NSAID during resting time after bone fracture (Fig. S3a,b) (Data Set-Series GSE126648-GEO Repository). 

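Both groups with fracture and NSAID differed widely from the unfractured control. No group had a fracture without NSAID, so comparisons with the control cannot separate the drug from the fracture. Of 20 genes of fibroblasts and repair matrix, 18 rose and 0 fell in either group, with mean log2 differences of 2.02 in the active and 2.07 in the resting group (18 when adjusted over the list alone in each). Timp1, an inhibitor of matrix proteases, had a log2 signal of 6.10 ± 0.14 (SD, n = 3) in the control, 9.45 ± 0.10 (SD, n = 3) in the active and 9.62 ± 0.11 (SD, n = 3) in the resting group. Col3a1, a collagen of early repair tissue, rose by 2.78 in the active and 3.02 in the resting group on the log2 scale (adjusted p = 3.4e-06 and 4.8e-06 from limma). Erythroid genes fell: 20 of 20 in the active and 19 of 20 in the resting group, with mean log2 differences of -3.13 and -2.24, and the same numbers passed when adjusted over the list alone. Of 19 genes of B lymphocytes and plasma cells, 17 fell in each group (18 and 17 when adjusted over the list alone). Spib, a transcription factor of B cells, had log2 differences of -3.85 and -4.06. All 15 genes of cell proliferation fell in both groups, with means of -1.38 and -1.16. Erythroid and B cell genes fell in the same comparisons, so less cell division cannot be told apart from another mix of cells in the segments. Of 19 neutrophil genes, 18 fell in the active and 9 in the resting group (18 and 14 when adjusted over the list alone). Of 17 genes of monocytes and macrophages, 10 rose and 2 fell in the active group, and 9 rose and 1 fell in the resting group. Trem2, a receptor of macrophages, rose by 1.61 and 1.41 on the log2 scale.

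At an adjusted p under 0.05 from limma, 2873 rows were higher and 2953 lower in the active group than in the control, and 2213 were higher and 2440 lower in the resting group. At an unadjusted p under 0.05 with a difference of at least 1.5-fold, the totals were 4087 and 3484 rows. By the methods' t-test, 2241 and 1978 rows passed an adjusted p under 0.05. The matrix, erythroid, B cell, neutrophil, proliferation and macrophage lists were called by camera in both groups and by fry in both, and in all fry called 17 lists in the active and 11 in the resting group. With an estimated correlation, the adjusted p = 0.089 for the erythroid, B cell, proliferation and matrix lists in the active group, and 0.14 for neutrophils and 0.34 for macrophages. In the resting group, it was 0.085 for matrix and B cell genes, 0.12 for erythroid genes, 0.10 for proliferation, 0.29 for neutrophils and 0.28 for macrophages.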

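Retnla, a protein secreted by alternatively activated macrophages, had the largest difference upward between the active and the resting group. Its log2 signal was 6.82 ± 0.38 (SD, n = 3) in the active and 5.39 ± 0.27 (SD, n = 3) in the resting group, a log2 difference of 1.43 (SE 0.29). The chemokine Ccl12, which attracts monocytes, had a log2 difference of 0.72 (SE 0.24), and the chemokine Ccl3 had one of 0.48 (SE 0.17), a 1.40-fold difference. Fgfbp1, a carrier protein that releases fibroblast growth factors from the matrix, had a log2 difference of 0.76 (SE 0.20). Its paralog Fgfbp3 had one of -0.10 (SE 0.10). Among the growth factors, Fgf7 had a log2 difference of -0.17 (SE 0.13), Fgf18 of 0.17 (SE 0.15), Fgf1 of 0.09 (SE 0.09) and Fgf2 of 0.05 (SE 0.13). Against the control, Fgf7, a growth factor for epithelial cells, rose by 0.71 in the active and 0.88 in the resting group (adjusted p = 0.0027 and 0.00095 from limma), and Fgf2 passed in neither.

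None of these differences between the active and the resting group passed adjustment over all rows in limma: the adjusted p was 0.37 for Retnla, 0.68 for Ccl12, 0.70 for Ccl3 and 0.53 for Fgfbp1. Every active array lay above every resting array for Retnla and Fgfbp1 (exact permutation p = 0.10, the smallest that 3 arrays against 3 allow), while Ccl12 and Ccl3 had an exact permutation p = 0.20. With the mean of the marrow genes of each array as a covariate, the log2 difference of Ccl12 was -0.12. This mean did not overlap between the active and the resting arrays, so a difference adjusted for it is an extrapolation. Of the 30 genes labelled in Fig. 6c that were looked up, 13 were higher and 17 lower in the active group, 29 passed an unadjusted p under 0.05 and 0 passed an adjusted p, in limma. The paper chose the genes of this figure from these arrays by an unadjusted p under 0.05 and 1.5-fold between these groups. The 29 are therefore not independent evidence of a difference.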

In total, 555 genes exhibited a significant difference in expression of ≥1.5-folds (p < 0.05) between the two groups (Fig. 6c), including specific genes involved in the bone healing process and macrophage polarisation, such as CCl12, Retnla, CCl3 and FGF growth. In addition, clock genes such as Per2 were upregulated by NSAID administration during the active phase. Moreover, genes known to impair bone healing, such as STAT1, were downregulated in the active phase group (Table S4).

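Per2, a repressor in the core loop of the clock, had a log2 signal of 7.22 ± 0.13 (SD, n = 3) in the active group, 6.96 ± 0.05 (SD, n = 3) in the resting group and 7.30 ± 0.16 (SD, n = 3) in the control. The active group was thus 0.25 higher than the resting group on the log2 scale (SE 0.11), or 1.19-fold. Every active array lay above every resting array (exact permutation p = 0.10, the smallest that 3 against 3 allow). Against the control, the log2 difference of Per2 was -0.08 (adjusted p = 0.68 from limma) in the active and -0.34 (adjusted p = 0.066 from limma) in the resting group. Of 21 genes of the circadian clock, 12 were higher and 9 lower in the active than in the resting group, with a mean log2 difference of 0.08. Bhlhe41, a repressor driven by the clock, had a log2 difference of 0.44 (SE 0.13, adjusted p = 0.61 from limma).

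The difference in Per2 between the active and the resting group passed an unadjusted p under 0.05 in limma and had an adjusted p = 0.82. With the marrow genes' mean as a covariate, the log2 difference of Per2 was 0.49. This mean did not overlap between the active and the resting arrays, so the adjusted value is an extrapolation. No clock gene passed adjustment over all rows, and none passed when adjusted over the list alone. The clock list was not called by camera, with an adjusted p = 0.093 and, with an estimated correlation, an adjusted p = 0.37. Without active replicate 2 or resting replicate 1 it was called, with means of 0.11 in each case. The paper named the clock pathway from these arrays, so the list is not independent evidence of its direction.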

According to a ‘gene ontology’ classification, the genes affected by the timing of NSAID administration were mainly related to cellular, metabolic and biological regulation processes (Table S3 and Fig. S1a,b). Also, they were associated with nine different signaling pathways, such as the circadian clock, inflammation mediated chemokines and cytokines, epidermal growth factor receptor (EGFR) pathway, interleukin, T cell activation, B cell activation, axon, TCA cycle, and heme biosynthesis signaling pathways (Fig. 6d). Among these pathways, the circadian clock and EGFR signaling pathways were expressed in the group that received NSAID during the active phase but not during the resting phase.

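Between the active and the resting group, genes of heme biosynthesis were lower and genes of the TCA cycle higher in the active group. Of 9 heme biosynthesis genes, 8 were lower, with a mean log2 difference of -0.48. Alas2, the first enzyme of heme synthesis in red cells, had a log2 difference of -1.37 (SE 0.33, adjusted p = 0.53 from limma). Of 20 TCA cycle genes, 17 were higher, with a mean of 0.20. Idh3a, a subunit of isocitrate dehydrogenase, had a log2 difference of 0.50 (SE 0.15, adjusted p = 0.62 from limma). B lymphocyte genes had a mean of -0.30 (16 of 19 lower) and genes of T and NK lymphocytes a mean of -0.16 (15 of 19 lower). Igj, which joins immunoglobulin chains in plasma cells, had a log2 difference of -1.81 (SE 0.31, adjusted p = 0.28 from limma), and Nkg7, of cytotoxic granules, of -0.67 (SE 0.17). Interleukins and their receptors had a mean of -0.12 (26 of 34 lower). Chemokines and their receptors had a mean of -0.05 (16 of 25 lower), genes of EGF receptor signalling a mean of 0.0029 (15 of 28 higher) and genes of axon guidance a mean of -0.04 (20 of 30 lower).

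**Figure D2:**
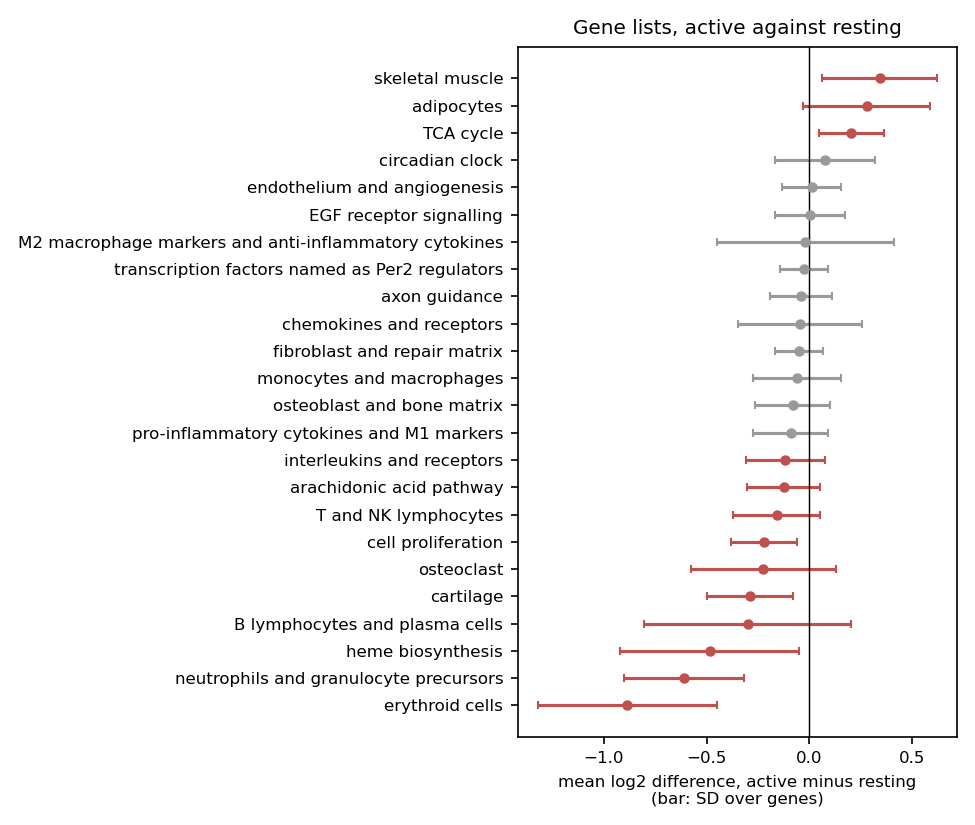
Mean log2 difference between the active and the resting group for 24 gene lists (points), with the SD over the genes of each list as bars. Lists called by camera with the preset correlation are red and the others are grey, and the erythroid and muscle lists lie at the ends.

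No member of these lists passed adjustment over all rows. When adjusted over the list alone, 5 heme biosynthesis, 4 B lymphocyte and 1 T and NK genes passed, all lower, and 0 in the others. Camera called the heme, TCA, B, T and NK, and interleukin lists. With an estimated correlation their adjusted p was 0.16 for heme and for T and NK genes, 0.25 for TCA and interleukin genes and 0.33 for B lymphocyte genes. With the muscle genes' mean as a covariate, the mean of the TCA cycle list was 0.067 and it was not called, and with the marrow genes' mean the list for heme biosynthesis had a mean of -0.058, that for T and NK lymphocytes one of -0.12 and that for interleukins and receptors one of -0.14, none of them called. The marrow genes' mean did not overlap between the active and the resting arrays, and Alas2 is in both the heme list and the marrow genes. Without active replicate 1 or 2 the interleukin list was not called (means -0.099 and -0.073), and without resting replicate 1 the list of chemokines and receptors was called (mean -0.17). The pathways were named by the paper from these arrays, so the lists are not independent evidence of their direction.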

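Members of both pathways passed the test against the control in both groups. Of all 24367 rows, 2873 rose and 2953 fell in the active group, and 2213 rose and 2440 fell in the resting group. Of 21 clock genes, 7 rose and 0 fell in the active group, and 4 rose and 0 fell in the resting group (the same numbers when adjusted over the list alone). Bhlhe40, a clock repressor that also responds to stress, rose by 1.02 in the active and 0.95 in the resting group on the log2 scale. Rora, an activator of Arntl, rose by 0.63 and 0.45. Of 28 genes of EGF receptor signalling, 7 rose and 3 fell in the active group, and 7 rose and 2 fell in the resting group (9 and 8 rose when adjusted over the list alone). Egfr, the receptor itself, rose by 1.57 and 1.54, and Erbb2, its partner, by 0.72 and 0.85. Cbl, which marks the receptor for degradation, fell by 0.80 in the active and 0.54 in the resting group.

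The mean log2 difference of the clock list against the control was 0.24 in the active and 0.17 in the resting group, and that of the EGF receptor list was 0.20 in each. Camera called neither list in either group: the adjusted p was 0.067 for each list in the active group, and 0.24 for the clock and 0.057 for the EGF receptor list in the resting group. By fry, the EGF receptor list was called in both groups (adjusted p = 0.00058 in the active and 0.0010 in the resting group), and the clock list in the active group alone (adjusted p = 0.011, against 0.067 in the resting group). In the direct comparison of the active and the resting group, fry gave an adjusted p = 0.38 for the clock list, and the EGF receptor list had a camera adjusted p = 0.91 with no member passing.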

## Discussion

Our results suggest that NSAID administration during the daily activity period results in better postoperative healing and recovery in a bone surgery model. This is likely due to the impact of NSAID timing on inflammation at the healing site, especially through the overexpression of circadian clock genes such as Per2. This effect of NSAID chronotherapy seems to be independent of the time of surgery.

The expression of the genes involved in the circadian clock pathway and circadian rhythm biological process was affected by NSAID chronotherapy (Fig. 6d). 

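Nr1d1 and Nr1d2 encode the Rev-erb repressors, which turn down Arntl. Nr1d1 had a log2 signal of 8.71 ± 0.22 (SD, n = 3) in the active and 8.17 ± 0.24 (SD, n = 3) in the resting group, a log2 difference of 0.54 (SE 0.16), or 1.46-fold. Nr1d2 had 8.56 ± 0.28 (SD, n = 3) and 8.18 ± 0.04 (SD, n = 3), a log2 difference of 0.39 (SE 0.14), or 1.31-fold. For both genes, every active array lay above every resting array (exact permutation p = 0.10). Against the control, Nr1d2 rose by 0.63 in the active group (adjusted p = 0.0061 from limma), and its log2 difference was 0.24 in the resting group (adjusted p = 0.27). Nr1d1 passed in neither group, with log2 differences of 0.29 and -0.25. The clock genes of the opposite phase, Arntl, Npas2, Nfil3 and Cry1, had a mean log2 difference of -0.20 between the active and the resting group (exact permutation p = 0.30).

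**Figure D3:**
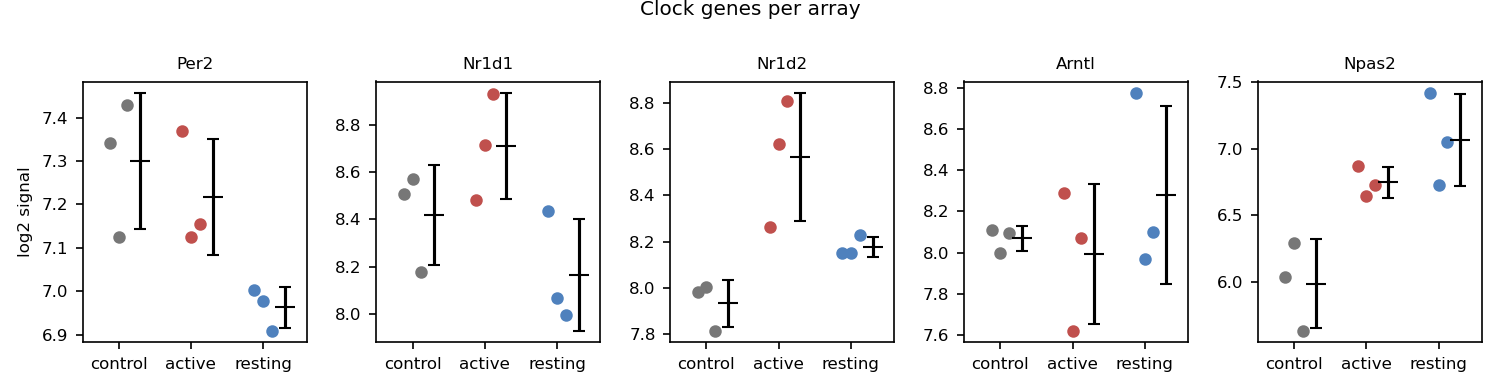
Log2 signal of 5 clock genes in each of the 9 arrays (points), with the group mean and SD (n = 3) in black. Per2, Nr1d1 and Nr1d2 are higher in each active array than in each resting array, and Arntl and Npas2 overlap between these groups.

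Between the active and the resting group, both genes passed an unadjusted p under 0.05 in limma, and the adjusted p was 0.61 for Nr1d1 and 0.71 for Nr1d2. With the marrow genes' mean as a covariate the log2 difference was 0.33 for Nr1d1 and -0.02 for Nr1d2. This mean did not overlap between the active and the resting arrays, so the adjusted values are extrapolations.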

Clock genes such as Per2, Nr1d1, and Nr1d2 appeared to be upregulated in the fracture sites of the group that received NSAID during the active phase, in comparison to the resting phase group. This effect of NSAID chronotherapy is probably through the COX-independent pathway. NSAID administration has been shown to affect Per2 clock gene expression in canine cancer cell lines^36^. Other studies have shown that independent of COX pathways, NSAID administration affects a variety of transcription factors that regulate Per2 clock gene expression, such as EGR-1^37,38^, B- Catenin/TCF^39^, NF-кB^40^, ATF3 and ATF4^41^. Some of these transcription factors were expressed in both experimental groups in comparison to the control group.

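Egr1 and Atf3, early response transcription factors, rose in both groups against the control. The control had neither fracture nor NSAID, so an effect of the drug cannot be told apart from that of the fracture here. Egr1 had log2 differences of 0.83 (SE 0.15) in the active and 1.01 (SE 0.15) in the resting group, and Atf3 of 0.77 and 0.70 (adjusted p = 0.0031 and 0.0070 from limma). Lef1, a partner of beta-catenin that is also present in lymphocyte precursors, fell by 1.53 and 1.58 on the log2 scale, and Rel, a subunit of NF-kB found in lymphocytes, fell by 0.49 and 0.45. B lymphocyte genes fell in the same comparisons, with mean log2 differences of -2.16 and -1.86. Ctnnb1, which encodes beta-catenin, had log2 differences of 0.27 and 0.24, Nfkb1 of -0.11 and 0.04, Rela of -0.26 and -0.16, and Atf4 of -0.03 and -0.11, and none of these passed the test. Of 12 transcription factors in the list, 2 rose and 2 fell in each group, also when adjusted over the list alone. Between the active and the resting group 0 of the 12 passed adjustment over all rows in limma or an unadjusted p under 0.05, and the mean log2 difference was -0.03. The list was not called by camera in any comparison. Citing earlier studies of NSAIDs, Per2 and these transcription factors, the paper proposes that NSAID chronotherapy probably acts on the clock genes by a route independent of COX.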

There is an increasing interest in the possibility of targeting of the circadian clock in therapeutic approaches to control inflammatory diseases, metabolic diseases, and cancer; in addition to promoting healing and maintaining hemostasis^42,43^. Our gene ontology analysis of the differentially expressed genes suggested that the timing of NSAID administration after bone fracture affected several signalling pathways such as: the inflammation mediated pathway, the interleukin, T-cell and B-cell activation signalling pathways, and the EGFR signaling pathway. Studies have demonstrated the effect of these pathways^44–46^ on regulating cytokine signaling and the immune response.

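Retnla, also named FIZZ1, is a marker of M2 macrophages. Against the control, its log2 difference was 0.42 (adjusted p = 0.37 from limma) in the active group, and it fell by 1.01 (adjusted p = 0.032) in the resting group. Il4ra, the receptor chain for interleukin 4, had a log2 signal of 9.53 ± 0.47 (SD, n = 3) in the active group, 9.82 ± 0.36 (SD, n = 3) in the resting group and 8.59 ± 0.08 (SD, n = 3) in the control. It rose against the control by 0.95 in the active and 1.23 in the resting group (adjusted p = 0.011 and 0.0034 from limma). Its log2 difference from the resting to the active group was -0.28 (SE 0.23, adjusted p = 0.93, exact permutation p = 0.50). Of 20 M2 markers and anti-inflammatory cytokines, 3 rose and 3 fell against the control in each group. Arg1, an arginase of M2 macrophages, rose by 2.39 and 2.50 on the log2 scale. Tgfb1, an anti-inflammatory growth factor, fell by 0.65 and 0.64. Between the active and the resting group, 5 of the 20 were higher and 15 lower, with a mean of -0.02. Chi3l3, a chitinase-like protein of macrophages and neutrophils, had a log2 difference of -0.92 (SE 0.26), beside the lower neutrophil genes of the active group.

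No M2 gene passed adjustment over all rows between the active and the resting group. When adjusted over the list alone, 1 was higher and 1 lower. Camera did not call the list of M2 macrophage markers and anti-inflammatory cytokines (adjusted p = 0.50), and its mean was 0.022 without resting replicate 3.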

RNA microarrays of the fracture site among the group that received NSAID during the active time revealed an upregulation of genes signalling cytokines associated with the polarization of macrophage cells from M1 phenotype to M2 such as Retnla, FIZZ1 and IL-4R1 during bone healing^47^. This group also showed expression of genes associated with the recruitment of mesenchymal stem cells and the initiation of the angiogenesis process such as CXCR4 and CCL12^44^ (Table S4). In addition, the group that received NSAID during the active phase demonstrated a downregulation of transcripts associated with the expression of pro-inflammatory cytokines including Stat1, IL-9, IL-6ra, and IL-18^48,49^.

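Ccl12 and Cxcr4 went in opposite directions against the control. Ccl12 rose by 1.41 on the log2 scale in the active group (adjusted p = 0.0016 from limma), and its log2 difference was 0.69 in the resting group (adjusted p = 0.075). Cxcr4, the receptor that holds blood-forming and mesenchymal cells in the marrow, had a log2 signal of 11.05 ± 0.09 (SD, n = 3) in the control, 9.89 ± 0.20 (SD, n = 3) in the active and 10.20 ± 0.18 (SD, n = 3) in the resting group. It fell by 1.16 and 0.85 against the control (adjusted p = 0.00012 and 0.0011 from limma). Its log2 difference from the resting to the active group was -0.30 (SE 0.13, adjusted p = 0.82, exact permutation p = 0.20). With the marrow genes' mean as a covariate, which did not overlap between these groups, the difference was 0.08. Of 25 chemokines and receptors, 9 rose and 4 fell against the control in each group (10 and 11 rose when adjusted over the list alone). Ccl8 rose by 3.46 and 3.17, and Cxcl16 by 1.58 and 1.74, both of them chemokines made by macrophages. Of 19 genes of endothelium and angiogenesis, 10 rose and 1 fell in the active and 8 rose and 1 fell in the resting group (12 rose and 2 fell in each when adjusted over the list alone). Hif1a, which responds to low oxygen, rose by 1.31 and 1.37. Cdh5, a junction protein of endothelium, rose by 1.16 and 1.06.

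The endothelial list had a mean log2 difference of 0.01 between the active and the resting group, and camera did not call it (adjusted p = 0.91). Against the control camera called it in both groups, with an estimated correlation giving an adjusted p = 0.31 in the active and 0.28 in the resting group.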

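Il6ra, the receptor chain for interleukin 6, had a log2 signal of 8.56 ± 0.15 (SD, n = 3) in the active and 8.91 ± 0.08 (SD, n = 3) in the resting group. The log2 difference was -0.35 (SE 0.13, adjusted p = 0.73 from limma), with every active array below every resting array (exact permutation p = 0.10). Il6ra fell by 0.71 against the control in the active group (adjusted p = 0.0025), and its log2 difference was -0.37 in the resting group (adjusted p = 0.084). Il18, a cytokine of macrophages, had a log2 difference of 0.05 between the active and the resting group (SE 0.26, exact permutation p = 1). Il9, a T cell cytokine, had a low log2 signal of 4.00 in the active and 4.01 in the resting group, with a log2 difference of -0.0089 (SE 0.15). Without active replicate 2 the difference of Il18 was -0.10, and without active replicate 3 or resting replicate 2 that of Il9 was 0.06 or 0.08. Il1b, an early inflammatory cytokine, had a log2 difference of -0.48 (SE 0.34, exact permutation p = 0.50), and Cxcl10, which encodes IP-10, one of 0.23 (SE 0.15, exact permutation p = 0.20). Il4, Il13 and Vegfa had log2 differences of -0.04, -0.10 and -0.10. The paper measured the products of these 5 genes as proteins in serum. The values here are RNA of the fracture site, so they do not test the serum levels.

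Of 21 pro-inflammatory cytokines and M1 markers, 15 were lower and 6 higher in the active than in the resting group, with a mean log2 difference of -0.09. No member passed adjustment over all rows or over the list alone in limma, and camera did not call the list (adjusted p = 0.099). Without resting replicate 1 it was called, with a mean of -0.15.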

Bone healing involves an early inflammatory phase in which immune cells such as neutrophils, natural killer cells (NK) and macrophages, as well as a variety of cytokines, initiate the healing cascade. Cytokine expression varies throughout the post-fracture bone healing period; early stages of bone fracture healing present with inflammatory cytokines that are eventually replaced by anti-inflammatory cytokines^50^. It has been demonstrated that macrophages regulate the recruitment and activation of mesenchymal stem cells by secreting cytokines such as IL-1β, IL-6, and TNF-α during the early period of the inflammatory phase^51^. In the subsequent period, the mesenchymal stem cells immunoregulate the macrophages toward anti-inflammatory phenotypes through a COX-dependent pathway that involves the production of PGE2. Afterwards, M2 macrophages produce anti-inflammatory cytokines such as IL-4, IL-10, and IL-13 along with oncostatin M (OSM) to induce osteogenesis, and thus, inflammation is dampened and the tissue repair process is initiated^51–53^. The resolution of inflammation is a prerequisite for efficient tissue repair^54^. Prolonged inflammatory reactions associated with elevated levels of pro-inflammatory markers appear to delay revascularization and affect the healing outcome^54–58^.

We found signs of a prolonged inflammatory phase in the group that received NSAID at resting time, while there was an expression of anti-inflammatory cytokines (IL-13, IL-4 and angiogenic factor VEGF) and a decreased level of pro-inflammatory mediators and chemokines (IL-1β and IP-10) at day 3 following surgery in the group that received NSAID during the active phase.

The COX enzyme, the key target of NSAID, plays a vital role in the generation of the inflammatory response during the bone healing process by converting arachidonic acid to prostaglandins^9^. Also, the COX enzyme and PGE2 have been found to affect the response of immune cells such as macrophages during bone healing in the synthesis and release of pro-iflammatory and anti-inflammtory mediators^15,59,60^. Our study indicates that administrating NSAID during the active phase could modulate the synthesis and release of these cytokines by immune cells (e.g., macrophages) through the COX-inhibition pathway, decreasing pro-inflammatory cytokines (e.g., IL-1β and interferon gamma-induced protein 10) and increasing anti-inflammatory cytokines (e.g., IL-13 and IL-4) (Fig. 6a,b).

NSAID administration during the active phase after bone fracture improved bone healing by increasing the percentage of mineralization tissue at the fracture site and decreasing the number of osteoclast cells, which resulted in increased bone strength and better postoperative recovery. This effect on bone metabolism was probably a result of COX-dependent and COX-independent inflammatory pathways affected by NSAID chronotherapy.

Results from recent studies showed that endochondral ossification in fracture healing involves the circadian clock genes, especially Per2^21^. Taken together, the differential expression of the Per2 clock gene and the over-representation of the circadian clock pathway along with other inflammation and immune pathways suggested an immune and inflammatory response in the mice that received NSAID during the active phase that may improve bone healing. Also, the microarray gene expression and cytokines analysis suggested that the timing of NSAID administration after bone fracture stimulated the healing process in the group that received NSAID during the active phase.

There is growing evidence indicating an association cytokine serum levels, and circadian clock genes like Per2^12,13^. For example, mice with Per2 mutations present alterations in the serum levels of immune cytokines like IL-1B and VEGF, indicating that Per2 regulates these cytokines^14,43^. Thus on explanation to the changes in immune cytokine levels we observed in our study could be the effects chronotherapy on the Per2 gene.

We observed an earlier resolution of the inflammatory process, which was manifested by an anti-inflammatory state (increased serum levels of IL-13, IL-4 and VEGF) mainly due to the expression of genes that are involved in the polarization of macrophage cells toward anti-inflammatory phenotype M2, which is associated with better healing outcomes^53^. Schmidt and Serhan demonstrated that between the first day and day three after trauma, the upregulated anti-inflammatory signalling coincides with the overexpression of angiogenic factors such as VEGF in the hematoma of the bony environment^54,56^.

The M1 macrophage is associated with bone destruction and M2 cells with tissue repair. M2 macrophage cells produce anti-inflammatory cytokines such as IL-10, IL-13, and IL-4 and promote osteogenic differentiation of bone marrow-derived mesenchymal stem cells, the precursor of the osteoblast^61^. The differentiation of mesenchymal stem cell to osteoblast requires direct cell-cell contact with macrophage cells (M2 phenotype), and the production of a soluble factor known as oncostatin M. Oncostatin M production from this cell-cell contact is regulated by prostaglandin E2 and cyclooxygenase 2 loops^62^.

Our study has several limitations. First, for the pain behaviour and bone healing experiment following NSAID administration we used 2 different surgery times, the group receiving morning NSAID treatment had the surgery done in the morning while the group receiving evening NSAID treatment had the surgery in the evening. This allowed us to fix the time between surgery and NSAID administration in both groups. However, this approach may have introduced a bias, which is the difference in time of surgery between the two groups, and this is a limitation of our study design. Nonetheless, the fact that surgery time did not have a significant effect in our preliminary experiment (without NSAID) provides validity to our findings. 

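Ptgir, the receptor for prostacyclin, had a log2 signal of 6.46 ± 0.17 (SD, n = 3) in the active group, 6.85 ± 0.09 (SD, n = 3) in the resting group and 7.03 ± 0.09 (SD, n = 3) in the control. It fell by 0.57 against the control in the active group (adjusted p = 0.0043 from limma), and its log2 difference was -0.18 in the resting group (adjusted p = 0.35). Alox5ap, which presents arachidonic acid to 5-lipoxygenase in leukocytes, fell by 0.50 in the active group (adjusted p = 0.029), and its log2 difference was -0.19 in the resting group (adjusted p = 0.44). In the comparison of the active with the resting group, the log2 difference was -0.39 (SE 0.12) for Ptgir and -0.31 (SE 0.15) for Alox5ap. Ptgs2, the inducible COX enzyme, rose by 3.21 and 3.42 on the log2 scale against the control, and Ptgs1, the constitutive one, fell by 1.20 and 1.00. Lta4h, which makes leukotriene B4, fell by 1.07 and 0.57 against the control. Of 26 genes of the arachidonic acid pathway, 2 rose and 11 fell in the active group, and 2 rose and 6 fell in the resting group.

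In the direct comparison of the active and the resting group, no gene of the pathway passed adjustment over all rows or over the list alone, with an adjusted p = 0.60 for Ptgir and 0.83 for Alox5ap from limma. The exact permutation p = 0.10 for both genes. The list of the arachidonic acid pathway had a mean log2 difference of -0.13, with 19 of 26 genes lower. Camera called it, with an adjusted p = 0.16 under an estimated correlation, and without resting replicate 1 the mean was -0.093 and the call was lost. The mean log2 signal of the erythroid, B lymphocyte and neutrophil genes lay between 7.48 and 8.14 in the active arrays and between 8.27 and 8.45 in the resting arrays, and with it as a covariate the log2 difference of Alox5ap was 0.03.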

Secondly, to assess the effect of NSAID chronotherapy on COX enzyme level, PGE2 and LTA4 we used the RNA gene expression analysis, which revealed that the expression of two genes related to arachidonic acid pathway, the prostaglandin I receptor gene (ptgir) and Arachidonate 5-lipooxygenase activating protein (Alox5ap) gene, were downregulated differently depending on the timing of NSAID administration; downregulated more in the active time group.

Finally, choosing ZT 2 and ZT 13 as timepoints for surgery and NSAID administration was also a limitation in this study. Indeed, using ZT 6 or ZT 18 time points would have allowed us to detect stronger effects of NSAID chronotherapy since these timepoints correspond to the highest peaks and lowest nadirs of inflammatory activity respectively^63^. However, this would have had limited clinical applicability towards the management of bone fractures, and surgeries in humans, as they rarely occur while sleeping in the middle of the night, and patients don’t wake up in the middle of the night to take their medications. Therefore, even though the ZT6-18 strategy would have allowed us to observe more pronounced effects, its translation to clinical implications is limited. Nonetheless our results indicate that the effect of NSAID chronotherapy was strong enough to be detected with ZT 2 and ZT 13 timepoints.

## Methods

### Study design

The primary objective was to estimate the effect of timing NSAID administration on pain and bone fracture healing. In the first experiment we assess the effect of timing of bone fracture surgery in mice, second experiment was to test the effect of NSAID administration during active period compared to resting phase after bone fracture surgery in mice on pain and postoperative recovery. The third experiment was to identify serum cytokines and different gene expression from the healing callus of fractured bone in ice between those animals who received NSAID at different time of the day. For all experiments, replicate numbers are outlined in Materials and Methods or figure legends. Minimum sample size was determined by power analysis based on an estimated formula. Mice in all experiments were age-matched and randomized into groups. Experimenters were blinded to experimental groups to remove bias. Adverse animal welfare issues were sufficient to halt experiments but did not arise during this work.

### The effect of the timing of bone surgery on bone healing and recovery

To assess the effect of the timing of bone fracture on postoperative pain and bone healing, we used a tibia-fracture model in mice. In this model, animals underwent bone fracture surgery at two different times of the day (active and resting time). Behavioural indices of pain including weight-bearing and guarding tests, as well as the biomechanical and histomorphometric properties of the healing bones were examined.

### Animal model

We acquired sixteen 4-months-old wild-type C57BL/6j mice weighing 25 to 28 g from Jackson Laboratories (Bar Harbor, ME). We chose this strain, which is deficient in melatonin, to identify the pathways independent of the melatonin systemic effect^64^. The mice were housed in pathogen-free conditions at 22 °C with a 12-hour alternating light/dark cycle fed on water ad libitum.

### Experimental groups

Cage assignment, mouse numbering and allocation to study groups were performed by a researcher not otherwise involved in the study procedures. Mice were randomly assigned to one of two study groups following an automated process using the Experimental Design Assistant from the National Centre for the Replacement and Reduction of Animals in Research.

One group received open tibia-fracture surgery at the beginning of the resting phase corresponding to zeitgeber time ZT2, where ZT0 refers to the time the lights turn on in the animal facility (6:00 am). The second group had the same surgery at ZT13, which corresponds to the beginning of the active phase when the light is off (from 6:00 pm onwards). Mice are nocturnal animals in which the active phase starts at the beginning of the night and ends in the morning. These time points were selected because they could be easily translated into clinical practice.

Before the surgical intervention, mice were acclimated for two weeks to the environment and the facility and exposed to behaviour testing equipment twice before obtaining baseline measurements.

### Surgical intervention

For our study, we used the open osteotomy fracture model developed by Grestenfield *et al*.^65^. The tibia fracture surgical procedure adopted by previous studies from the lab^66^ and used by other groups at McGill animal facility^67^. All surgeries were performed by the same operator who was not involved in the randomization, allocation concealment process or outcome measurements. Anesthesia was induced initially with a 4% isoflurane/oxygen mixture and maintained at 2%, and a buprenorphine (5%) subcutaneous injection was given before surgery for pain control. An incision centred over the knee joint medial to the patellar ligament was done to create an entry portal to the tibia medullary canal using a 27-gauge × ½ inch TB syringe. The stylet of a 25-gauge spinal needle was inserted in an intergrade fashion through the lumen of the 27-gauge needle down to the distal growth plate, and its tip was used to bend the spinal needle wire, which was cut 1 mm above the bent, then was inserted and adapted smoothly beneath the patellar pliers. The wound was closed with a 5-0 absorbable vicryl suture. Mice were monitored for any signs of improper healing or infection. All animals were euthanized two weeks later at the same time of the day.

### Pain assessment

Behavioural indices of pain including weight bearing and guarding were assessed at baseline (pre-surgery), and on day 7 and 14 after fracture surgery. All assessments were performed at the same time of the day by an investigator blinded to the experimental design and intervention group.

### Guarding behaviour test (GBT)

Guarding behaviour test was done according to already stablished protocol used by Yasuda *et al*.^68^. Each mouse was placed individually on an elevated stainless-steel mesh. Both paws (of the fractured and non-fractured legs) were closely observed for 1-minute periods every five minutes over one hour (12 measurements). A score of 0, 1, or 2 had been given per the postural position of each paw in 1-minute scoring periods. Score 0 was given if the injured side is blanched or distorted by the mesh (indicating weight bearing); and score 2 means that the paw is completely off the floor, score 1 was given if the paw touched the floor without blanching or distorting. After one hour session, the sum of the 12 measurements which could range from score 0 to score 24 during the session was calculated for each paw. Subsequently, the scores of the fractured or non-fractured leg were compared between different experimental groups.

### Weight-bearing test (WBT)

Weight bearing test was done to test the recovery of the treated limbs according to an already published and established protocol^69^. The relative distribution of weight the animal bear on the injured, and uninjured legs was determined by an in-capacitance meter (IITC.inc, CA, US). Each mouse was positioned in an angled chamber so that each hind paw rests on a separate weighting plate. The weight exerted by each hind leg was measured for 5 seconds and then averaged. The change in paw weight distribution was calculated by determining the difference in weight (g) between the left (control) and right (fractured) legs. This difference had been used as a pain index in the fractured leg.

### Assessments of the healing bones

Following euthanasia, the harvested tibiae were examined by microcomputed tomography (µ-CT), biomechanical testing and histomorphometric analyses.

### Microcomputed tomography (μ-CT) assessment

*Ex-vivo* scans of 14-day harvested tibiae were conducted using a micro-CT (Skyscan 1172; Bruker-microCT, Kontich, Belgium), the methodology in this test was based on two previous studies^66,67^. Scans were taken with a 5.88 mm pixel size, at scanner voltage and current set to 59 kV and 167 lA, respectively. 3D reconstructions were created using the (CT-Analyser; Bruker micro-CT, Kontich, Belgium) software to measure the callus size, total volume (TV), and bone volume (BV). The bone volume fraction (BV/TV), and the trabecular number and thickness were calculated for the volume of interest, which encompasses the fracture callus within a 1.5 µm (255 slices) vertical range, centered on the osteotomy site. The region of interest (ROI) for each section was selected as the outer boundary of the fracture callus, excluding the fibula. A binary threshold gray level of 68/255, corresponding to the murine trabecular bone, was used to segment mineralized bone from soft tissue^70–73^ (Table S5).

### Biomechanical testing

The biomechanical properties of the fracture site were tested according to previous studies^67,74^. A three-point bending test performed using a Mach-1a mechanical testing machine (Biomomentum®, Laval, Quebec). The distance between the supports with the bending fixture was 10 mm, and the diameter of the supports and loading nose was 0.25 mm. A downward bending load applied to the middle of the shaft of the posterior aspect of the fractured tibia (over the fractured site) at a rate of 0.016 mm/second until failure. A load-displacement curve generated using Mach-1 software (Tempe, Arizona); this was used to determine three parameters: stiffness (N/mm), ultimate force (N), and work to failure (N*mm).

### Histological analysis

The methodology was previously described in Utvag *et al*.^75^. The bone fracture specimen (right tibiae) were dehydrated in ascending concentrations of ethanol (70–95%) and embedded in methyl methacrylate. After polymerization, three subsequent 6-μm-thick sagittal sections, crossing through the middle of the defect, were obtained from each sample and stained with either tartrate resistance acid phosphatase (TRAP), Masson’s-trichrome or Von-Kossa stain to assess osteoclasts, collagen, and mineralization, respectively. For each biopsy, one histological section per stain was analysed. The histological slides were imaged using an optical microscope (Zeiss-Microscopy, Jena, Germany). Regions of interest for osteoclast, collagen and mineralized tissue histomorphometry were defined as the area of the histological section delimited by the callus and the cortical margins of the bone defects. Osteoclasts were quantified using the ZEN-2012-SP2 imaging software (Zeiss-Microscopy, Jena, Germany) and data was presented as osteoclast number per square millimeter of mineralized tissue (OC/mm^2^). The percentages of mineralized tissue and collagen in the defect analysed using ImageJ v1.45 (Wayne Rasband; NIH, Bethesda, MD, USA) and data presented as mineralized tissue percent (MT%)^76^. Histomorphometric analysis performed by an operator, who was blinded to group allocation.

### The effect of the timing of NSAID administration on pain and bone healing

To assess the effect of the timing of NSAID administration on bone healing and pain, we conducted an experiment using 16 mice. The housing and handling of mice and the surgical intervention were performed as described above.

Mice were randomly assigned to one of two study groups; one group received fracture surgery and postoperative subcutaneous injections of NSAID (carprofen 20 mg/kg) only at resting time (ZT2) for three days, whereas the second group had the same treatment at the active time (ZT13). The carprofen dose is equivalent to a typical postoperative prescription of ibuprofen of 500 mg every 8 hours^77^. Mice were observed for any signs of improper healing or infection. All animals were euthanized two weeks after surgery.

Pain behaviour assessments after bone fracture surgery and the examination of the harvested bones were carried out as described above.

### Identify inflammatory cytokines and metabolic pathways affected by the timing of NSAID administration after three days of bone fracture surgery

To address this aim, we performed a third experiment with nine mice randomly assigned to three groups. One group received an NSAID treatment for three days after bone fracture surgery during resting time (ZT 2) and the second group received the same treatment during active time (ZT13), while a third group did not receive any surgery or NSAID. Surgery was performed for the NSAID groups as described above at the same time of the day (surgery day 0) for all mice. Mice were observed for any signs of improper healing or infection after surgery. All animals were euthanized on day three after the surgery at 12 pm (ZT 6). This was 78 hours after the surgery; >30 hours after the final NSAID dose in the “resting time” group and >18 hours in the “active time” group. This is enough time to eliminate the drug from the system and rule out possible confounding effects due to the presence of the drug in the blood, as the half-life of carprofen in rats is 8 hours^78^.

### Assessment of early healing at the molecular level

We performed a serum cytokine analysis and RNA microarray sequencing of the healing callus three days after surgery.

### Cytokines profile for blood serum

Blood serum was collected from each mouse at day three after the surgery and frozen at −80° in separate vials until further analysis. For cytokine analysis, the serum samples were thawed at room temperature. A multiplex inflammatory cytokine kit (Mouse Cytokine Magnetic 20-Plex Panel-Thermofisher Scientific, Waltham, MA) and the Luminex 100/200 Multiplexing Instrument (Luminex Corp., Austin, TX) was used to analyze the inflammatory cytokine profile of each serum sample. The Mouse Cytokine Magnetic 20-Plex kit was used for bead assays of FGF basic, GM-CSF, IFN-γ, IL-1α, IL-1β, IL-2, IL-4, IL-5, IL-6, IL-10, IL-12 (p40/p70), IL-13, IL-17, IP-10, KC, MCP-1, MIG, MIP-1α, TNF-α, and VEGF. These assays were performed following the manufacturer’s protocol. The Luminex®100/200 System and xPONENT instrumentation software were used for measurements and analysis. All experiments were performed in triplicates, and the mean fluorescence intensity (MFI) for each cytokine (the raw data) was used to calculate the concentration of each cytokine^79^.

### RNA isolation and whole-transcript expression analysis

The central one-third of the fractured tibia including all the callous and hematoma was harvested on day three post-fracture from the experimental groups and stored in Alloprotect (Qiagen, Toronto, Ontario). The total RNA was isolated from bone tissue using QAlzol (Qiagen, Toronto, Ontario) and then purified using RNeasy Lipid Tissue Mini Kit columns (Qiagen, Toronto, Ontario) following the manufacturer’s instructions. The extracted total RNA sent for Whole-Transcript Expression Analysis. Total RNA was quantified using a NanoDrop Spectrophotometer ND-1000 (NanoDrop Technologies, Inc., Waltham, MA) and its integrity was assessed using a 2100 Bioanalyzer (Agilent Technologies, Waltham, MA) (Fig. S3a,b). Sense-strand cDNA synthesized from 100 ng of total RNA, and fragmentation and labeling were performed to produce ssDNA with the Affymetrix GeneChip® WT Terminal Labeling Kit (Thermofisher, Waltham, MA) according to the manufacturer’s instructions. After fragmentation and labeling, 3.5 µg DNA target was hybridized on GeneChip® Mouse Gene 2.0 ST (Affymetrix, Waltham, MA) and was incubated at 450 C in the Genechip® Hybridization oven 640 (Affymetrix, Waltham, MA) for 17 hours at 60 rpm. The GeneChips then were washed in a GeneChips® Fluidics Station 450 (Affymetrix) using Affymetrix Hybridization Wash and Stain kit according to the manufacturer’s instructions (Affymetrix). The microarrays finally were scanned on a GeneChip® scanner 3000 (Affymetrix). The data was normalized and only the entities that were flagged as being present in the samples included in the analysis (GeneSpring GX 10, Agilent). To identify differences in gene expression the three experimental groups: unfracture control, gorup of mice that received NSAID during active phase after bone fracture, and gorup that received NSAID at resting phase; we computed unpaired student’s t-test between corresponding groups. Differences in gene expression with p values less than 0.05 that demonstrated an up- or down-regulation by more than 1.5-fold were identified.

Using Go Ontology database (PANTHER Classification version 11)^80^, PANTHER Overrepresentation Test was performed on the list of genes that were expressed significantly differently (p < 0.05) to identify the functional biological processes involved by these genes. The proportional distribution of genes in each process was calculated.

The list of genes that significantly differentiated between activity phase group to resting phase was employed to identify significantly activated pathways by comparing their functional annotations according to the PANTHER classification systems (PANTHER overrepresentation test, Reactome Pathways, version 11(2016), www.pantherdb.org) with the whole mouse genome (data updated to NCBI’s January 10 2011, release)^80^.

### Statistics

The sample size for the groups of the first two experiments was calculated on o.8 power, based on a coefficient of variation of 25% in the types of data that are collected, and after accepting α and β errors of 5%. All data expressed as mean ± SE. The normal distribution of the data was checked using Kolmogorov-Smirnov test. For comparison between two groups, unpaired Student’s t-tests used when the data was normally distributed if not Mann-Whitney test was performed. Two-way ANOVA analysis followed by Fisher LSD post hoc test used for comparison between groups at different time points. Statistical analyses were performed using OriginPro 2017 (OriginLab, Northampton, MA). Differences were considered significant at p < 0.05.

For the cytokines experiment, a sample size of 3 with three replicated was used to achieve an α = 0.05 and a power of o.8 according to previous studies^81,82^. Data not normally distributed were analysed using Mann-Whitney test. OriginPro 2017 (OriginLab, Northampton, MA). For gene expression data, the PANTHER classification systems (PANTHER overrepresentation test, Reactome Pathways, version 11(2016), www.pantherdb.org) with the whole mouse genome (data updated to NCBI’s January 10 2011, release)^83^. Differences were “considered significant at p < 0.05”^84–103^.

### Study approval

Study approval was obtained from the Animal Care Committee at McGill University. We confirm all experiments were performed in accordance with relevant guidelines and regulations.

## Supplementary information

Supplementary information Appendix.

# Supplementary material for: Chronotherapy of Non-Steroidal Anti-Inflammatory Drugs May Enhance Postoperative Recovery
**Source:** Sci Rep. 2020 Jan 16;10:468. doi: 10.1038/s41598-019-57215-y
**Supplement:** Supplementary file 1 — Supplementary information Appendix.

**Supplementary information Appendix**

**Chronotherapy of Non-Steroidal Anti-Inflammatory Drugs may Enhance Postoperative Recovery**

Al-Waeli H.^1^, Nicolau B.^1^, Stone L.^2^, Abu Nada L.^2^, Gao Q.^2^, Abdullah M.N.^3^, Abdulkader E.^1^ Miyako Suzuki ^2^ , Mansour A.^2^, Al Subaie A.^2^, and Tamimi F^2^.

Faleh Tamimi, Faculty of Dentistry, McGill University, Strathcona Anatomy and Dentistry Building, Montreal, QC H3A 0C7, Canada.

**Table S1.** **Phases during fracture healing in mice**

**Timing of cellular and expression of signalling molecules during mice fracture healing ^44,52,56,84,85^.**

| Day | Event | Molecular signalling | |
| --- | --- | --- | --- |
|  |  | **Cells** | **Signals/Cytokine** |
| 1 | **Hematoma formation and initiation of acute inflammation**  (Activation and recruitment of proinflammatory cells and cytokines) | Macrophages, neutrophils and attraction of mesenchymal stem cells | ***IL-1, IL-6, IL-8, IL-11, TNF-α, CCL2, CCL7, IP-10*** (from inflammatory cells-Monocytes /macrophage)  ***PDGF, TFG-β*** (from degranulation platelets)  ***BMP-2*** expression  ***GDF-8*** and osteoprotegerin expression |
| 3 | **Fibrous tissue**  (Angiogenesis) | Mesenchymal stem cells, osteoblast start to differentiate in intramembranous bone | Expression of: ***CCL3***, ***CCL11, IL-10, HIF1 α protein, HMOX, VEGF and GLUT1, TGF-β2, β3, GDF-10, BMP-5, -6 and RANKL and M-CSF, MIF (decreased for 2wks)***  Decline of cytokines: ***CCL7, IL-6, IL-1***  Induction of ***Angiopoietin-1*** |
| 7 | **Soft and hard callus formation** (Endochondral ossification) | Intramembranous ossification’s cell proliferation (peaks between 7-9 days). Maturation of chondrocytes (days 9-14) | Expression of ***CXCL12***  The peak of ***TGF-*** ***β2, β3 &*** osteoprotegerin  Expression of ***GDF-5 and*** probably ***GDF-1*** |
| 14 | **Cartilage resorption and Active osteogenesis** | Osteoblastic and osteoclastic cells activities, along with new mesenchymal cells | Decreased levels of expression for ***TGF-b2, GDF-5, and*** probably ***GDF-1***  Expression of ***BMP-3, -4, -7, and -8***  Expression of ***VEGF and RANKL, M-CSF***  Peak of ***IL-1 and TNF-a*** expression that continues during bone remodelling |
| 21 | **Remodelling** | Continuous osteoblastic and osteoclastic activities | Second peak of ***IL-1, IL-6, and TNF-a*** expression which continues during bone remodelling |

**Table S2. Circadian rhythm of immune cells and cytokines expression during the day in various species (Human and Mice).**

| **Cytokines/ Chemokines ligands or receptors/** | **Role in inflammation, and bone healing** | **Circadian Rhythm** | **Reference** |
| --- | --- | --- | --- |
| **IL-4** | Th2 cytokines that are associated with macrophage M1-M2 polarization. Expresses at 3-4 days after fracture associated with anti-inflammatory macrophage trait | H-ZT18 | ^86^  ^44^ |
| **VEGF** | Secreted by endothelial cells, induce angiogenesis and growth. Expresses at the end of hematoma formation when the hypoxia state start (around 4 to 14 days after fracture) | M-serum  Peak during the dark phase and lower levels at light phase (ZT2 and ZT14) | ^17^ |
| **IL-6** | IL-6 is the cytokine largely responsible for inducing the synthesis of the acute phase proteins C reactive protein and serum amyloid protein A (SAA) and is one of  the major cytokines involved in bone resorption. Highly expressed in day 1 and with presence of inflammation expressed at day 7 and 14 | H-Morning 7:30  Healthy and RA patients at 4:00 am | ^87^, ^88^  ^85^ |
| **IL-10** | Healing in fetus^89^, Expressed at day 4-7 after fracture | H-Morning 7:30 with second peak at 13:30 | ^87^ |
| **TNF-a**  **Moreover, its receptors (p55 and p66)** | expressed in day 1 and later in day 21 and 28, the depressed level at day 7 | H-S-Morning 7:30  6:00 am in healthy and RA patients | ^87^  ^85^ |
| **MMP-9** | Potent degenerative enzyme | H-Tears-Increase 200-fold on awakens | ^90^ |
| **IL-1B** | One of the most potent osteoclast-activating factors within the human organism and is thus believed to play  an important role in periodontal tissue breakdown, IL-1 peak ion the 3rd day after fracture, expressed in day 1 and later in day 21 and 28, depressed level at day 7 | H-GCF-  Periodontal healthy subjects-lowest morning, highest evening (melatonin can affect) | ^91^  ^92^ |
| **Osteoprogetron (OPG) and its receptor (RNKL)** | Peaks in the fracture site after 24hours and at the peak of cartilage formation phase day 7, while RANKL osteoprotegerin was seen on day 3 and 14 like MCSF |  | ^85^ |
| **IL-1R1 and receptors** | Expresse on day 1 and 3 post fracture |  | ^85^ |
| **IL-5** | Recruitment and activation of the OPG and inhibition of osteoclast activity |  | ^93^ |
| **Macrophage inhibitory factor (MIF)** | Expressed at day 4 of fracture and decreased gradually for two weeks.  Counter-regulator of glucocorticoid action.  Induced immunosuppression and glucocorticoid  Induced proinflammatory cytokine inhibition.  8% of macrophage cells and their secretion is under local circadian control-IL-6 or TNF-a | H- peaks 6:00-9:00 am  Nadir: 00:00 to 3:00 | ^94^, ^95^  ^96^  ^15^ |
| **CXchemokines ligands**  **CXCL12** | Induced recruitment and retention of haemopoietic stem cells and macrophage cells and mature immune cells, Upregulate during the acute phase of bone healing | Down regulate at the beginning of the resting phase to allow release of the cells in the blood (ZT23, ZT1, ZT24) | ^44^ |
| **CXCR4** | Receptor of the CCL12 on the cells and CD4 and CD8 and T cells. Associated with the recruitment of BM-MSCs to the fracture site | Peak during the resting phase | ^44^ |
| **P-selectin, E-selectin, VCAM-1 ICAM-1, Ccl2** | Initiation of the inflammatory phase of the endochondral ossification healing. Express in day1 – day3 | M-bone marrow –(ZT13) | ^44^ |
| **INF** | Role in initiation and activation of macrophage polarization from M0 to M1. Expresses in day 3 | Natural killer -M – (ZT 14-24) | ^44^ |
| **TLR9**  **Toll-like receptor 9** | Modulates the inflammatory response during bone helaing and may affect the osteoclastogenesis through its affect on osteoclasts cells or osteoblasts. Its subunit of TLR family | M-ZT19-7 | ^97^ |
| **Immune cells** | **Role in inflammation, and bone healing** | **Circadian Rhythm** | **Reference** |
| **Neutrophils, lymphocyte, monocyte, eosinophils** | Recruited to the fracture site for secretion and initiation the inflammatory phase,  Highly expressed at day 1 | M-CT17 (during active phase) | ^98^ |
| **Macrophages** | Recruited at the beginning of the inflammatory phase at the fracture site (role in secretion of different proinflammatory and anti-inflammatory cytokines) | M-CT0-12  (during resting phase) | ^15^ |
| **Β-cells and T-cells** | During later stage of inflammatory phase, B-cells and T-cells are involved in suppression of the pro-inflammatory signals, and able to induce anti-inflammatory functions from mesenchymal stem cells and has been shown to induce osteogenic differentiation and activity | M-ZT5-13 | ^99^ |

H-Human, M-mouse, CT: actual circadian time in hours (e.g. CT6 = 6AM); ZT: Zeitgeber time: time after the onset of light with lights on at ZT0/24 and off at ZT12ZT 0-light on, ZT12-Light off

**Table S3. The percentage distribution of biological process ontologies identified for upregulated and downregulated between active time administration of NSAID group versus resting time administration of NSAID after fracture surgery on day 3.**

| **Biological processes ontologies** | **N genes (%)**  **Significantly upregulated genes** | **N genes (%)**  **Significantly downregulated genes** |
| --- | --- | --- |
| **Biological regulation** | 5(9.6) | 28(25.5) |
| **Cellular component organization and biogenesis** | 5(9.6) | 19(17.3) |
| **Biological adhesion** | - | 5(4.5) |
| **Cellular process** | 18(34.6) | 47(42.7) |
| **Developmental process** | 1(1.9) | 7(6.4) |
| **Immune system process** | 1(1.9) | 21(19.1) |
| **Localization** | 5(9.6) | 24(21.8) |
| **Locomotion** | 1(1.9) | 2(1.8) |
| **Metabolic process** | 17(32.7) | 42(38.2) |
| **Multicellular organismal process** | 5(9.6) | 18(16.4) |
| **Reproduction** | 1(1.9) | - |
| **Response to stimulus** | 5(9.6) | 25(22.7) |
|  | **64** | **238** |

**statistically significant genes at least 1.5-fold change (p<0.05), N gene hits against total number of genes**

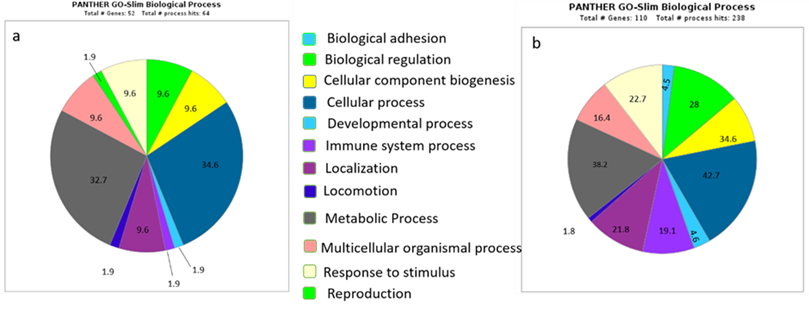

**Fig.S1 The percentage distribution of biological process ontologies identified for statistically significant genes (p < 0.05) differentially upregulated (a) and downregulated (b) between group received NSAID upon active time as compared to that in the group received NSAID at a resting time at day three post-surgery.**

**Table S4. Examples of expressed genes of RNA sequencing analysis in the healing callus. Genes of known function in bone healing after 3 days of NSAID administration at active time in comparison to resting time, p-value < 0.05.**

| **Gene** | **Cells expresses the gen** | **Role in bone healing** | **Reference** |
| --- | --- | --- | --- |
| **Examples of upregulated genes** | | | |
| **CCL3**  **(Chemokine (C-C motif) ligand 3)**  **Macrophage inflammatory protein** | Macrophage | Contribute in the recruitment of mesenchymal stem cells and their differentiation | ^44^ |
| **CCL12**  **(Chemokine (C-C motif) ligand 12)**  **monocyte chemotactic protein** | Macrophage | Contributes in the recruitment of mesenchymal stem cells and their differentiation | ^44^  ^47^ |
| **FGFbp**  **Fibroblast growth factor-binding protein** | Fibroblast | Important in the endothelial cellular proliferation |  |
| **Retnla/FIZZ1**  **Resistin-like molecule alpha** | Macrophage | Polarization from M1 to M2 phenotype | ^47^ |
| **IL-4R1/t6N**  **Interleukine-4 receptor subunit-1** | Macrophage | Important in activation of M1 to M2 polarization | ^47^ |
| **Lzic** | bone marrow mesenchymal stem cell | Accelerates the degradation of phospho-β-catenin, resulting in an increased level of WNT signaling, a recognized pathway in osteogenesis | ^100^ |
| **Examples of downregulated genes** | | | |
| **IL-18**  **Interleukin-18** | Macrophage | Overproduction of IL-18 stimulates IFN-γ production and suppresses IL-4 in vivo, resulting in cortical thinning and decreased bone volume in a mouse model | ^48^ |
| **IL-6rα**  **Interleukin-6 receptor subunit α** | Leukocytes  (Neutrophils- Pain receptor) | Blockade of IL-6 ra decrease pain and improve improves compromised fracture healing | ^101^ |
| **STAT1**  **Signal transducer and activator of transcription 1** | Transcription factor that mediate IFNY, IL-6 and IL-12 and many pro inflammatories after acute insult (like a fracture). | Inhibition of Stat1 showed to accelerate bone healing, STAT1 as a crucial negative regulator for both osteoblast differentiation and osteoclastogenesis, and also suggest that inhibition of STAT1 activity may be beneficial for the treatment of skeletal fracture | ^49^ |
| **IL-9**  **Interleukine-9** | Macrophage and T helper cells | Increased level of IL-9 in the fracture haematoma of delayed bone healing |  |
| **Ostf1**  **Osteoclast stimulating factor** | Osteoclast | Induce bone resorption, and in Knock/out mice there is an increase in trabecular bone mass in long bones | ^102^ |
| **Ptgir**  **EP1**  **Prostaglandin 1 receptor** | Osteoblast | In mouse knockout of this receptor there was an increase in the bone healing. 

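Ostf1, a protein of osteoclasts, had a log2 signal of 9.17 ± 0.08 (SD, n = 3) in the active group, 9.38 ± 0.03 (SD, n = 3) in the resting group and 9.39 ± 0.09 (SD, n = 3) in the control. Its log2 difference between the active and the resting group was -0.21 (SE 0.10, adjusted p = 0.82 from limma, exact permutation p = 0.10). Lzic, which the paper links to the breakdown of phosphorylated beta-catenin, had a log2 difference of 0.24 (SE 0.10, adjusted p = 0.82 from limma, exact permutation p = 0.10). Of 15 osteoclast genes, 12 were lower in the active than in the resting group, with a mean log2 difference of -0.22. Car2, a carbonic anhydrase of osteoclasts that red cells also hold, had the largest difference among them, -1.40 (SE 0.40), beside the lower erythroid genes. Mmp9, a protease of osteoclasts and neutrophils, had one of -0.33 (SE 0.15). Acp5, the tartrate-resistant acid phosphatase, fell against the control by 1.02 in the active and 0.83 in the resting group (adjusted p = 0.0018 and 0.0074 from limma). Against the control in the active group, the MAP kinase gene Mapk14 fell by 0.52 and Mapk8 rose by 0.46, and neither passed between the active and the resting group.

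No osteoclast gene passed adjustment over all rows or over the list alone between the active and the resting group. Camera called the osteoclast list, with an adjusted p = 0.37 under an estimated correlation. The call was lost without active replicate 2 (mean -0.11) and without resting replicate 1 (mean -0.14).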

Inhibition of EP1 signalling is a potential means to enhance fracture healing | ^9^  ^103^ |
| **MAPK**  **Mitogen-activated protein kinases** | Family of kinases connects extracellular stimuli with diverse cellular responses ranging from activation or suppression of gene expression to the regulation of cell mortality, growth, and differentiation. | Intra-cellular signal transduction proteins Mediates the cellular response after trauma especially proinflammtory like, IL-6, IL-9 and COX-2, MAPK is  critically involved in osteoclast differentiation of the  mouse bone marrow macrophages | ^104^ |

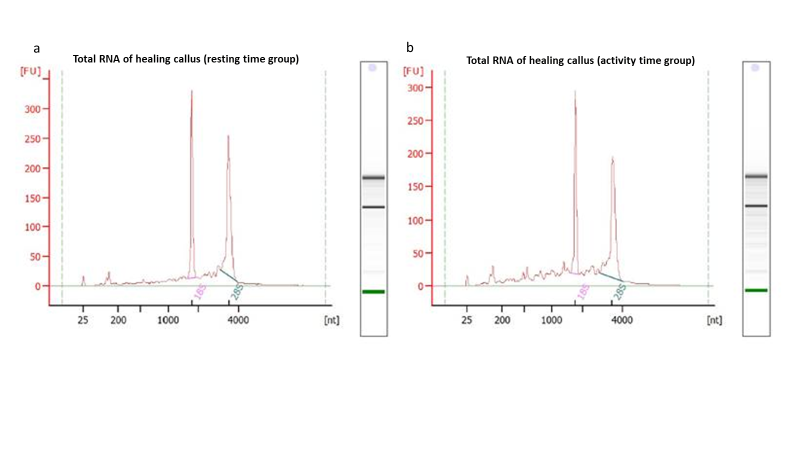
**Fig.S2 Representative Bioanalyzer electropherogram profile of the RNAs contained in the healing callus after open tibia fracture surgery and three days of administration NSAID either during the resting time (a) or during activity time (b). The electrogram show the size distribution in nucleotides (nt) and fluorescent intensity (FU) of total RNA. The most dominant peaks are 18S and 28S. Associated gel image shown alongside the plot.**

**Fig. S3.** **Gene expression heat map for the top 100 genes that showed at least 1.5-fold difference (P<0.05) upregulated (red) or downregulated (blue) at day three after fracture surgery between group receiving NSAID at activity time compared to control (a) and those receiving NSAID at resting time compared to control (b). Gene expression profile of bone healing at day three after fracture surgery between group received NSAID upon active time as compared to that in group received NSAID at resting time. (c) Comparison of common and distinct genes of fractured healing callus after NSAID administration for three days either during activity time or at resting time. Fold-change (FC) vs. FC plot of activity time vs. control (without surgery) on the x-axis and resting time vs. control on the y-axis highlighting common significantly expressed genes (adj.p value p<0.05) in both activity and resting in comparison to control in red, and significantly expressed genes (adj. p<0.05) either during activity or resting time.**

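Most genes that differed from the control in the resting group also differed in the active group, in the same direction. At an adjusted p under 0.05 from limma, 4142 rows were called in both groups, 1945 higher and 2197 lower than in the control. None was called in opposite directions. A further 1684 rows were called only in the active and 511 only in the resting group, which is not a test of a difference between them. Mest, an imprinted gene of mesenchyme, was among the shared genes, with log2 differences of 3.71 in the active and 3.77 in the resting group. Serpina3n, a secreted protease inhibitor, rose by 3.52 and 3.62 on the log2 scale. Saa3, an acute phase protein, rose by 2.61 and 3.71 (adjusted p = 0.010 and 0.0017 from limma). Cd79a, of the B cell receptor, fell by 3.42 and 3.12.

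Both comparisons use the same 3 control arrays. Independent lists of these sizes would share 260.9 rows upward and 295.7 downward, and simulated groups without any change against shared controls shared 0 upward and 0.01 downward on average. Groups without any change give few calls at this threshold. The simulated overlap therefore cannot show how many calls shared controls add where both groups truly changed. Across genes, the log2 differences of the groups had a covariance of 0.27, against 0.016 in simulated groups that shared only the controls. The 3 control arrays are too few to be divided between the comparisons. By the methods' t-test, 1335 rows were called in both.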

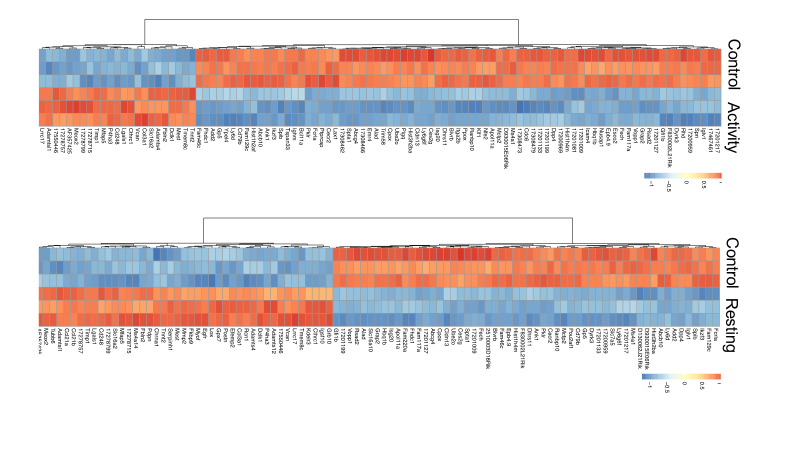

b

a

b

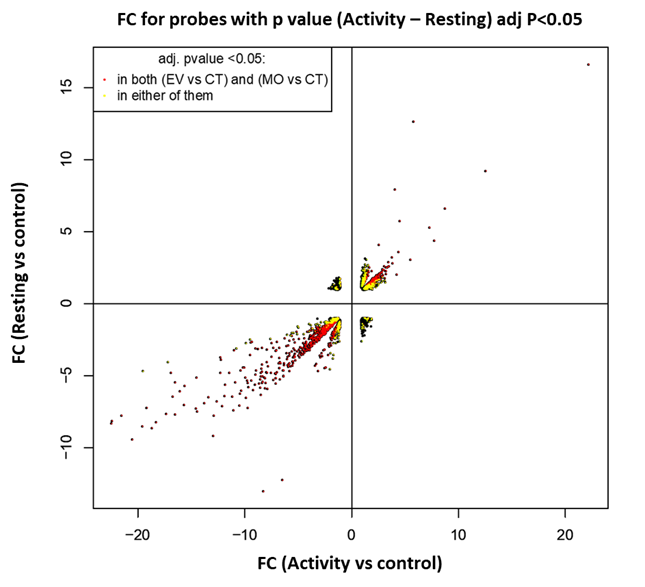

c

**Table S5. µ-CT 3D Reconstruction**

| 1. Open CTAn software(CT-Analyser; Bruker micro-CT, Kontich, Belgium). 2. Click folder button, load reconstructed CT data. 3. On Raw Image, Select the top and bottom section (from the fracture center, approximately ±2mm, end of bone callus).   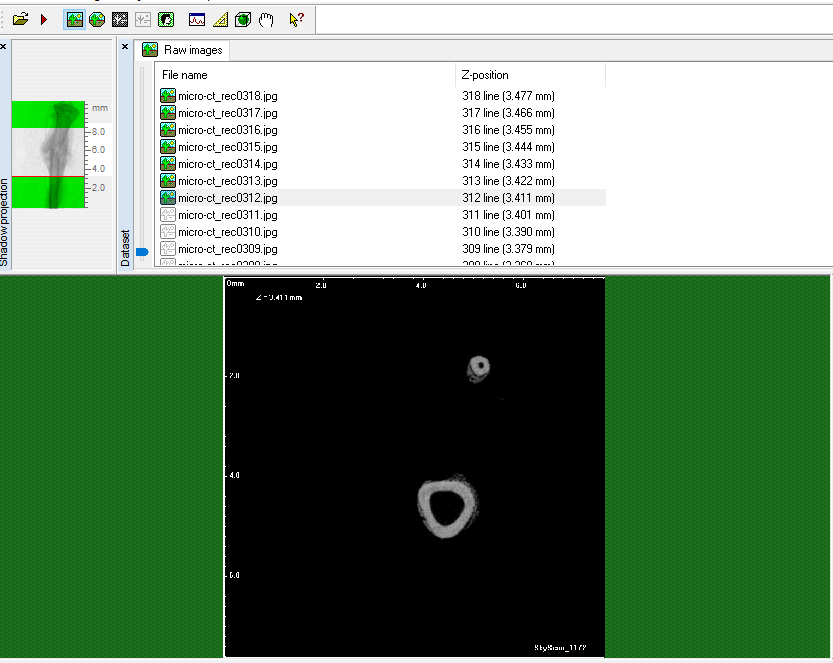 |
| --- |
| 1. Select the biggest callus area, click on <Region of Interest (ROI, and choose all callus area   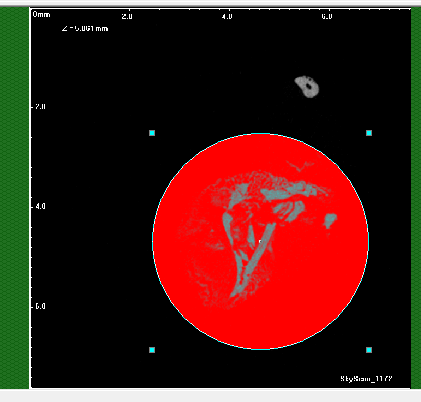 |
| 1. 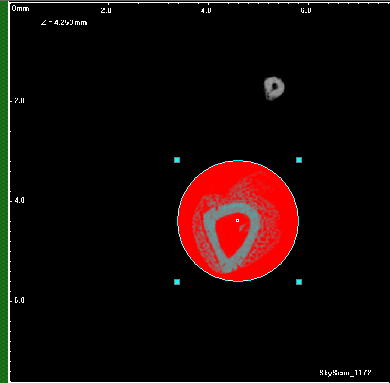Check on other section, whether all the callus is included within ROI. Refine the ROI when move up or down to all the section. |
| 6- Binary selection; to remove all the cortical bone part in the callus tissue  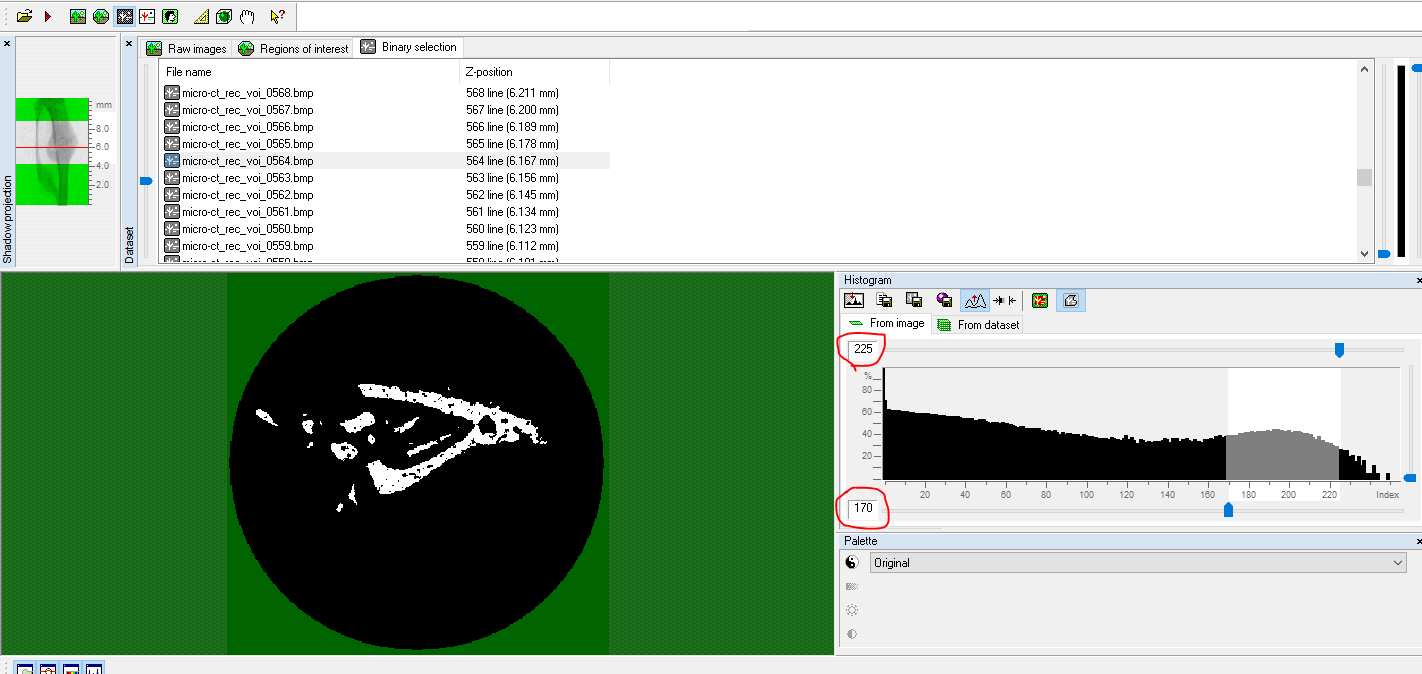 |
| 7- custom processing, then we will see the cortical bone ROI image is overlap with our current ROI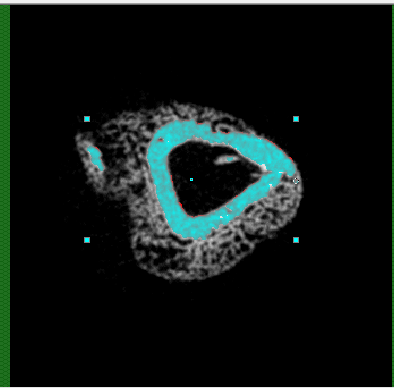  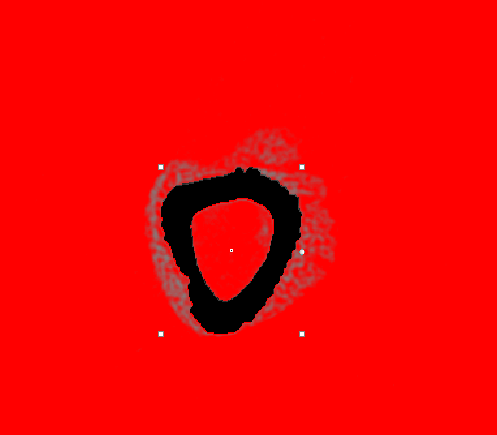 |
| 8- Binary selection, and this time all the cortical bone are removed as the picture below.  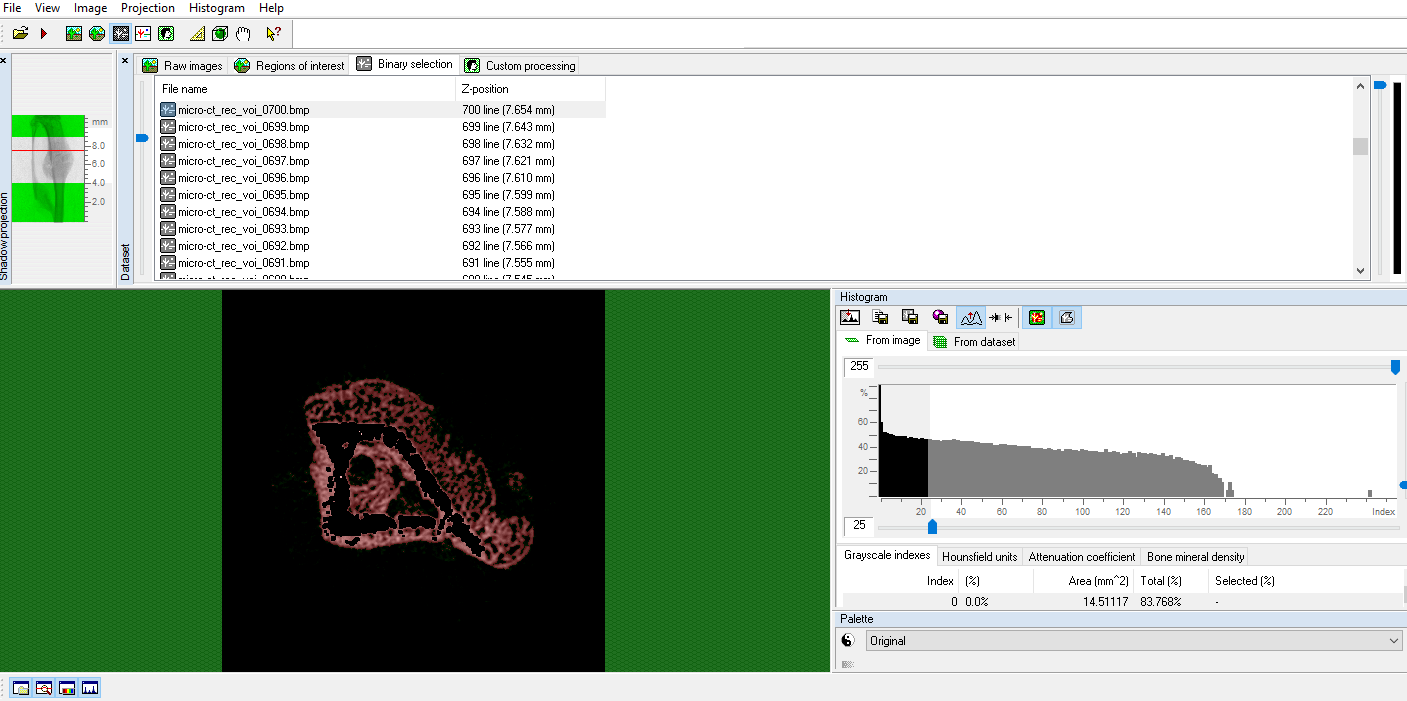 |
| 9- Save and reopen the binary data.  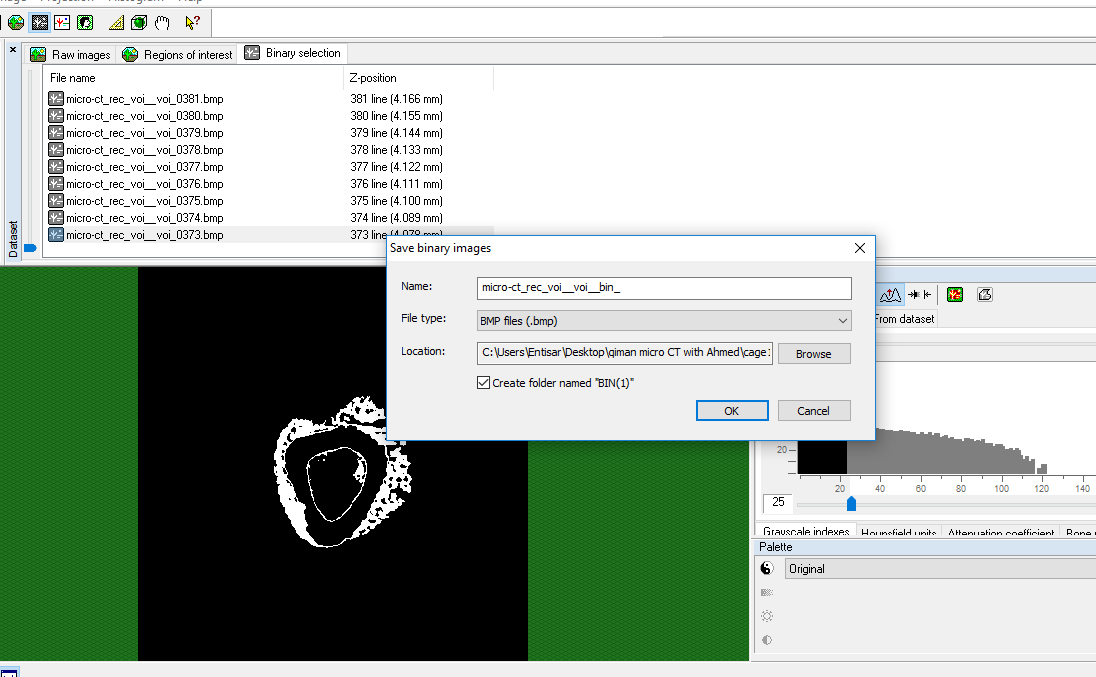 |
| 10- Custom processing, open the internal tab and choose 3D analysis for BV/TV, Trabecular bone number , thickness and spacing. |

**Supplementary pictures**

**
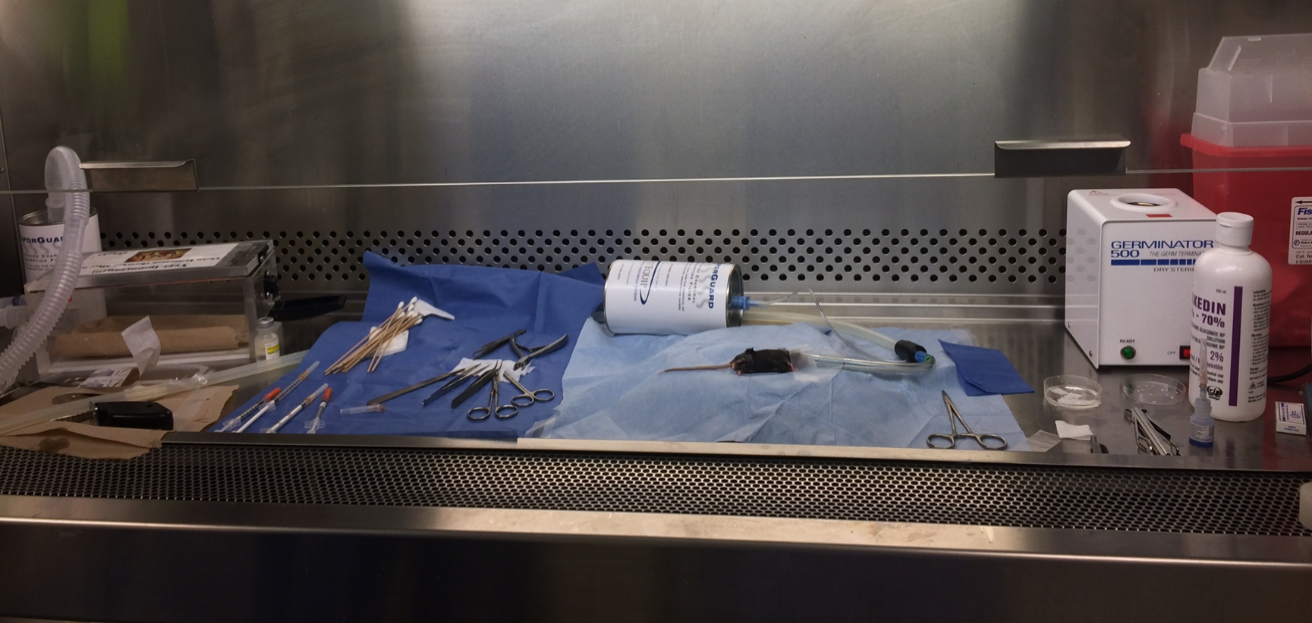
**

Picture S1. Surgical preparation

a

b

c

**
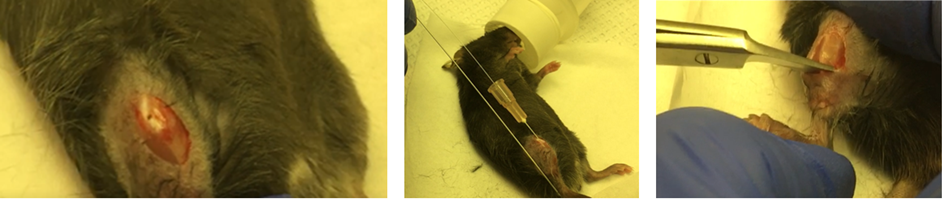
**

Picture S2. Pictures of the open tibia fractured surgery, a) skin incision over the patellar ligament (white tissue), b) insertion of the both the gauge needle followed by the spinal need for internal fixation, c) snap and sharp fracture of the tibia bone.

**
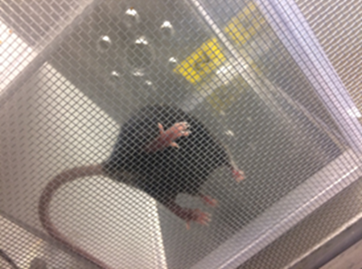

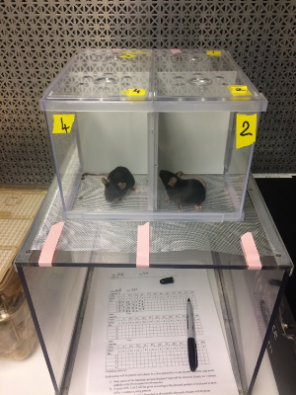
**

Picture S3. Picture of the guarding test mesh for the paw of the fractured leg.

**
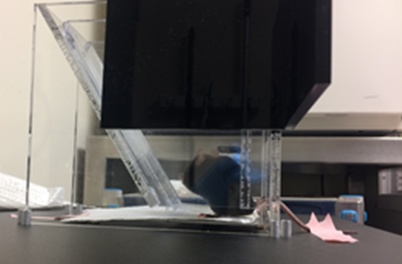

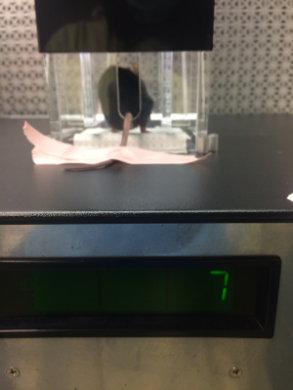
**

Picture S4. Picture of In-capacitance meter chamber with the mouse inside to measure the weight bearing of both legs.

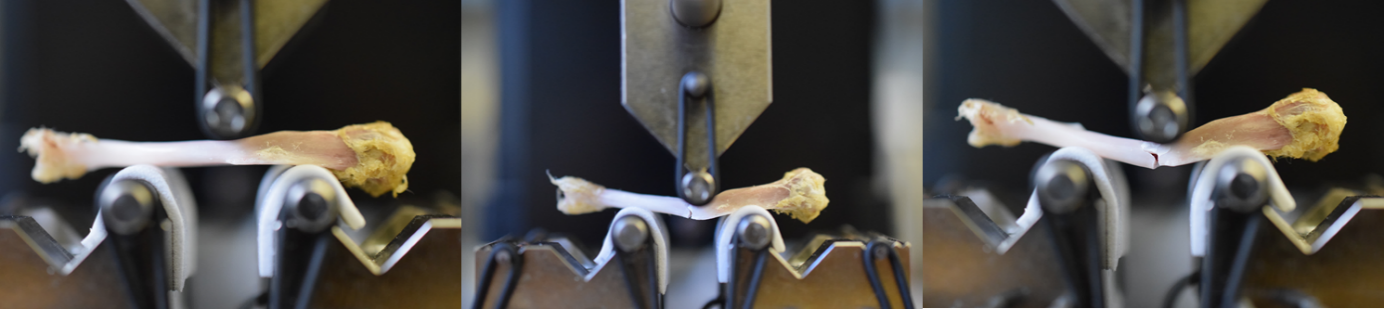

Picture S5. Three points mechanical bending using Mach-1 machine

How the deposited data were processed for this re-analysis (not part of the article)

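The study measured gene expression in the central part of the tibia of 9 mice on GeneChip Mouse Gene 2.0 ST arrays, 3 arrays each for unfractured control mice, for mice given carprofen at the active time after fracture and for mice given it at the resting time. The fractured tibiae were taken on day 3. The authors isolated total RNA, labelled 100 ng of it, scanned the arrays and normalized the signals. Their methods name GeneSpring GX and a restriction to entities called present. The normalization algorithm, the log base and the genome build are not given in the sources used here. The sample labels give an age of 2 months, while the paper's methods for the first experiment give 4 months.

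The values used are the authors' normalized log2 signals in a table with 24367 rows named by gene symbol. A log2 scale was inferred from the values. A further table holds 41345 probe sets, and every row of the first table was found in it with identical values. Within the active and the resting group, the replicate numbers of the tables differ, while the groups match, so replicate numbers here are those of the table with gene symbols. Gene names were taken from that table and, for 1420 rows, also from a current symbol of the matched probe set. A gene with several rows was represented by the row with the highest mean over all 9 arrays. Arrays give no depth, and the number of arrays limits the precision.

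Groups were compared with limma 3.58.1 in R 4.3.3, with lmFit and eBayes on 1 fit of all 9 arrays and 6 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over all rows. Counts are also given at the paper's thresholds, an unadjusted p under 0.05 and at least 1.5-fold. Single genes were also compared with two-sided exact permutation tests. The steps were tested on simulated data with known changes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

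Before the data were examined, 25 lists with 493 gene symbols were written for pathways and cell types, and 480 of the symbols had a row. Old and new symbols of a gene were both listed and counted once. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the lists. The 3 comparisons, the tests, the alternatives and the rule for named genes were also set before the data were examined. The rule takes every gene named in the paper's text, Table S4 or the labels read from Fig. 6c, the 8 genes with the largest difference in each direction in each comparison among those whose groups do not overlap, and up to 4 genes of each list with the smallest p. Values shown in the paper's figures had been seen. Members of a list outside the rule that are named were chosen after their values were seen. A further 6 lists were written after the main results.

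The alternatives were the probe set table, the methods' t-test, a fit of only the 6 arrays compared, a filter that drops the 40% of rows with the lowest mean, quantile normalization, median centring, an intensity trend, array weights, the replicate number as a block, averaging the rows of a gene, leaving out each array, a marrow score or a muscle score as a covariate and a fold change of at least 2. The marrow score is the mean of the erythroid, B lymphocyte and neutrophil genes in an array, and the muscle score the mean of the muscle genes. Counts without a fold threshold and a block from the replicate numbers of the probe set table were added after the data were seen. Serum cytokines, pain behaviour, imaging and mechanical data were not analysed here, and gene ontology terms were not used here. Clock, Ciart, Ptgdr2, Bglap2, Hras, Tcf7 and some hemoglobin genes had no row in the table. Some genes and 1 of the lists are not reported here.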

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

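The tests of single arrays, of quantile normalization and of the opposite clock phase were chosen only after the result was seen, and the further lists of marrow and muscle genes were written after the main results and before their own values were seen.

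Marrow and blood cell genes differed between the active and the resting group in the test of gene lists: the erythroid list by -0.88, the neutrophil list by -0.61, heme biosynthesis by -0.48, B lymphocytes and plasma cells by -0.30 and T and NK lymphocytes by -0.16 (mean log2 difference, active minus resting). These are calls at the preset correlation, and none held with an estimated correlation, where the adjusted p was 0.16 for each list but B lymphocytes (0.33), or by fry. A single array does not carry the difference, since leaving out 1 of the 6 callus arrays kept the mean of the erythroid, neutrophil, B and T lists at -0.38 or lower, from -0.49 with all arrays, and after quantile normalization it was -0.48. A smaller share of marrow and blood cells in the active segments is a candidate explanation: 24 genes of further marrow lineages had a median of -0.31, with medians of -0.37 for megakaryocytes and platelets and -0.16 for mast cells, basophils and eosinophils, a list that camera did not call. Whether this share follows the timing of the NSAID, bleeding or the place where the bone was divided was not tested.

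Muscle genes were higher in the active group, with a mean log2 difference of 0.34 for the muscle list, a call that was lost with an estimated correlation (adjusted p = 0.28) and by fry. More muscle tissue in the active segments is a candidate explanation, since all 28 further muscle genes were higher, with a median of 0.30. Slow fibre genes did not rise above the other muscle genes, with a median of 0.02, which is -0.28 relative to the further muscle genes, although their mean was 0.16. These genes do not test an oxidative shift, which is left open, as is an effect of the timing on the muscle itself.

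The clock genes Nr1d1, Nr1d2 and Per2 were 0.40 higher in the active group on average (log2, SE 0.08). The paper named these genes from these arrays, so their average is not independent evidence of a difference. With the muscle score as a covariate the difference was 0.30 (SE 0.098), which met the bound written beforehand against muscle content as the cause. The score is a mean of marker genes in few arrays and may miss part of the muscle content, so this cause is not excluded. With the marrow score, which did not overlap between these groups, Nr1d2 was at -0.023 and Per2 at 0.49. Another clock phase at harvest may contribute: the genes of the opposite phase had a mean log2 difference of -0.20, which meets the bound of a mean below 0 written for it, while the exact permutation p was 0.30 and the demand for a p of 0.10 or less was set after this value was known. The time since the last dose differed between the groups by design and cannot be separated from the time of dosing in these arrays.

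Other lists called by camera between the active and the resting group had mean log2 differences of 0.28 for adipocytes, 0.20 for the TCA cycle, -0.29 for cartilage, -0.22 for osteoclasts, -0.22 for cell proliferation, -0.13 for the arachidonic acid pathway and -0.12 for interleukins and their receptors. The adipocyte call was lost without active replicate 2 (0.13), the osteoclast call without active replicate 2 (-0.11) or resting replicate 1 (-0.14), that of the arachidonic acid pathway without resting replicate 1 (-0.093) and that of interleukins and receptors without active replicate 1 (-0.099) or 2 (-0.073). With the muscle score as a covariate, the cartilage mean changed sign and the TCA cycle list was not called. With an estimated correlation all of these calls were lost, with an adjusted p of 0.37 for adipocytes and osteoclasts, 0.32 for proliferation, 0.25 for cartilage, the TCA cycle and interleukins and 0.16 for the arachidonic acid pathway. Every active array lay above the control mean of Lzic and every resting array below it, a log2 difference of 0.24 between the groups, and this pattern was not tested. Genes of embryonic and denervated muscle, which the paper does not discuss, had median log2 differences of 1.61 in the active and 1.40 in the resting group against the control.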

How the results depend on the processing

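Counts without a fold threshold and a block from the probe set table's replicate numbers were chosen only after the data were seen. Leaving out 1 array at a time, the rows past an adjusted p between the active and the resting group ranged from 0 to 35, those at 1.5-fold from 173 to 517 and the lists called from 11 to 16. Against the control the ranges were 4439 to 5777, 3820 to 4331 and 13 to 14 in the active and 3333 to 4997, 3199 to 3871 and 11 to 14 in the resting group, with 3044 to 4062 shared calls. Per2 was higher in the active than in the resting group under every setting with a value, by 0.18 to 0.49, and has no single-gene name among the probe sets. The number of arrays limits these values, and the cause of the changes was not tested.

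With the replicate number as a block, there were 0 rows past an adjusted p, 246 at 1.5-fold and 13 lists for active against resting, 5502, 4070 and 13 for active against control, 4400, 3463 and 11 for resting against control and 3950 shared calls. With the numbers of the probe set table as the block, there were 0 rows past an adjusted p, 249 at 1.5-fold and 13 lists for active against resting, 5891, 4107 and 14 for active against control, 4693, 3505 and 13 for resting against control and 4167 shared calls. Residuals of arrays with the same number had correlations between -0.25 and 0.23, so the numbers are not used as pairs.

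With the probe set table, 553 rows passed at 1.5-fold between the active and the resting group. By the methods' t-test 108 did, while 2241 rows in the active and 1978 in the resting group passed an adjusted p against the control, 1335 of them shared. Without the 40% of rows with the lowest mean 1 row, and with array weights 1 row, passed an adjusted p between the active and the resting group. The marrow score itself separates the control from the callus arrays and the active from the resting arrays, so differences adjusted for it are extrapolations. With it, 600 rows passed at 1.5-fold and 4 lists were called between the active and the resting group. Against the control 0 rows in the active and 0 in the resting group then passed an adjusted p, with 0 shared, and 1955 rows passed at 1.5-fold and 5 lists were called in the active group. With the muscle score 7 lists were called between the active and the resting group, and 986 and 2535 rows passed an adjusted p against the control, 963 of them shared. At 2-fold 50, 1740 and 1464 rows passed, and without a fold threshold 1489, 8210 and 7327.

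Some log2 differences between the active and the resting group changed sign. The marrow score is the mean of the erythroid, B lymphocyte and neutrophil genes. With it as a covariate, the mean difference of these genes is removed by construction, so their values do not test them. With the marrow score they became -0.023 for Nr1d2, -0.12 for Ccl12, 0.079 for Cxcr4, 0.015 for Il9, -0.14 for Il18, 0.031 for Alox5ap, 0.089 for Mapk3, -0.18 for Mapk9, -0.27 for Fgf2, -0.11 for Fgf9, -0.20 for Cxcl10, 0.010 for Nfkb1, 0.17 for Rela, -0.25 for Atf3, -0.077 for Atf4, 0.20 for Ptgs1, 0.41 for Ptgs2, -0.0080 for Inmt, 0.012 for fibroblast and repair matrix, -0.012 for endothelium and angiogenesis, 0.0052 for erythroid cells, 0.14 for B lymphocytes and plasma cells, 0.013 for axon guidance, 0.072 for transcription factors named as Per2 regulators. With the muscle score they became 0.097 for Ptger1, -0.13 for Fgf9, -0.18 for Atf3, 0.14 for Ptgs2, -0.024 for Ptges, 0.023 for cartilage, 0.0011 for fibroblast and repair matrix, -0.10 for endothelium and angiogenesis, -0.013 for EGF receptor signalling. Array weights gave -0.0099 for Il18, -0.011 for Fgf2, 0.0024 for axon guidance, quantile normalization 0.017 for Il9, the probe set table -0.0025 for EGF receptor signalling and the filter on low means 0.0075 for M2 macrophage markers and anti-inflammatory cytokines, -0.021 for EGF receptor signalling. Leaving out 1 array at a time gave ranges of -0.26 to 0.061 for Vegfa, -0.075 to 0.18 for Ctnnb1, -0.17 to 0.039 for chemokines and receptors, -0.32 to 0.17 for osteoblast and bone matrix, -0.012 to 0.027 for EGF receptor signalling, -0.095 to 0.13 for Il18, -0.076 to 0.13 for Fgf2, -0.099 to 0.15 for Fgf9, -0.057 to 0.022 for M2 macrophage markers and anti-inflammatory cytokines, -0.20 to 0.032 for fibroblast and repair matrix, -0.13 to 0.010 for monocytes and macrophages, -0.12 to 0.041 for axon guidance, -0.081 to 0.079 for Il9, -0.090 to 0.20 for Atf3, -0.41 to 0.13 for Ptgs2, -0.057 to 0.060 for endothelium and angiogenesis, -0.058 to 0.017 for transcription factors named as Per2 regulators, -0.20 to 0.0078 for Ptger1, -0.0090 to 0.090 for Ptges. Before the change, camera had called only erythroid cells, B lymphocytes and plasma cells and cartilage among these lists, and no gene had passed an adjusted p. Among all other single values, 1607 kept their direction and call, 21 lost a call and 20 gained one.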

Differences from the paper's values

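The counts without a fold threshold were chosen only after the values were seen. For genes that differed from the control, the paper's value for the active group is 8300, without a threshold stated beside it, and the value here is 4087 rows at the thresholds of its methods (p under 0.05 and at least 1.5-fold). Of the alternatives set before the data were examined, the probe set table came within 1.5 times the paper's value (5766), and no other did, including the methods' t-test (3760). For the resting group, the paper's value is 7200 and the value here is 3484. The probe set table gave 5050, and again no other alternative set before the data were examined came as close, the methods' t-test giving 3089. Without a fold threshold, an alternative chosen after seeing the values, the counts were 8210 and 7327, and it drops none of the rows counted at 1.5-fold.

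For genes that differed by at least 1.5-fold at p under 0.05 between the active and the resting group, the paper's value is 555 and the value here is 237. Of the alternatives set before the data were examined, the probe set table (553), the marrow score as a covariate (600) and the fits without active replicate 1 (512) or without resting replicate 1 (517) came within 1.5 times the paper's value. The value of 553 counts probe sets from a table with more rows, and the fit with the marrow score is an extrapolation. Their nearness to 555 does not show that the paper's count was reproduced. The methods' t-test (108), the filter on low values (203), quantile normalization (243), array weights (293), the muscle score (293) and the remaining alternatives did not.

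The paper names the interleukin 4 receptor among genes higher in the active group, and Il4ra had a log2 difference of -0.28 between the active and the resting group here, while Retnla, named beside it, had one of 1.43 in the direction the paper gives. It names Il18 and Il9 among genes lower in the active group, and their log2 differences were 0.05 and -0.0089, while Il6ra, named with them, was at -0.35. The sign of Il18 was negative with array weights (-0.0099), with the marrow score (-0.14) and without active replicate 2 (-0.10). It names Cxcr4 with Ccl12 as expressed in the active group, and Cxcr4 was -0.30 between the active and the resting group and -1.16 against the control, while Ccl12 was 0.72 and 1.41. With the marrow score Cxcr4 was 0.08 and Ccl12 was -0.12. The paper places the circadian clock and EGF receptor pathways in the active group and not in the resting group. Its pathways came from an over-representation test of genes that differed between these groups. Here 4 clock genes and 7 EGF receptor genes rose against the control in the resting group, against 7 and 7 in the active group. Of all 24367 rows, 2213 rose in the resting and 2873 in the active group, so these counts do not test the paper's statement.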

Other observations

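The test of embryonic and denervated muscle genes was written after the main results and before its own values were seen. Genes of muscle development were among those with the largest differences upward against the control, and Tmem8c had the largest in either group. Tmem8c, also named myomaker, which fuses myoblasts, was 24.7-fold higher in the active and 18.5-fold higher in the resting group (adjusted p = 6.8e-07 and 2.1e-06 from limma). Chrna1, a subunit of the acetylcholine receptor, was 15.7-fold and 13.5-fold higher, Myh3, the embryonic myosin heavy chain, 13.0-fold and 10.5-fold, and Myog, a transcription factor of muscle differentiation, 11.3-fold and 11.2-fold. In a list of 14 further genes of embryonic and denervated muscle, 11 rose and 0 fell in each group, among them Tnnt2, Chrnd and Musk, with median log2 differences of 1.61 and 1.40. The rest of the list did not pass in either group. Gadd45a had log2 differences of -0.69 in the active and -0.55 in the resting group, Runx1 of 0.11 and 0.27, and Myf5 of 0.34 and 0.10. Regenerating or denervated muscle in the callus segments is a candidate explanation. Adult muscle genes rose as well: 14 of 25 in the active group and 5 of 25 in the resting group, where Ckmt2 fell.

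Some genes of bone and of cell guidance also passed an adjusted p against the control. Among all 24367 rows, 2873 rose and 2953 fell in the active group, and 2213 rose and 2440 fell in the resting group. Of 17 osteoblast and bone matrix genes, 3 rose and 1 fell in the active group and 6 rose and 0 fell in the resting group. In the active group this share was near that of all rows, and camera did not call the list (adjusted p = 0.11). Camera called it in the resting group (adjusted p = 0.0496, and 0.74 with an estimated correlation). Ibsp, a bone sialoprotein, rose by 1.23 and 1.46 on the log2 scale, and Sost, the Wnt inhibitor of osteocytes, fell by 0.76 in the active group. Of 14 cartilage genes, 4 fell in each group, among them Col2a1 and Chad, and Col11a1 rose by 1.04 in the resting group. Camera called the cartilage list in neither group (adjusted p = 0.11 in the active and 0.71 in the resting group). Of 30 genes of axon guidance, 11 rose in the active and 15 in the resting group, with 1 lower in each. Camera called this list in both groups, with an adjusted p = 0.34 and 0.28 under an estimated correlation. Robo1, a guidance receptor, rose by 1.73 and 1.66. Of 34 interleukins and receptors, 6 rose and 11 fell in the active and 7 rose and 10 fell in the resting group. Adiponectin (Adipoq), of adipocytes, fell by 0.76 and 1.08 on the log2 scale.

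The comparisons with the control share its 3 arrays. The covariance of their log2 differences was 0.25 higher than in simulated groups that share only the controls, and part of the shared calls may still come from the shared controls, which are too few to be divided between the comparisons.

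Other splits of the arrays into 3 and 3 were counted, 10 for each comparison with the real one included. They are too few for a share under 0.05. For active against resting the real split gave 0 rows at an adjusted p under 0.05, so 10 of 10 splits gave at least as many, and the highest other gave 235. At 1.5-fold the real value was 237 and the highest other 510 (2 of 10 splits as large), and for lists called 13 and 16 (2 of 10). The split with 235 and 510 put active replicate 1 with resting replicates 2 and 3, the callus arrays that had negative values on the second principal component. A split that calls many more genes than the real one points to a structure of the samples that crosses the groups. The labels give no batch, and its origin was not tested. For active against control, the real values were 5826, 4087 and 13, and the highest others 0, 159 and 14, with 1, 1 and 4 splits as large. For resting against control, they were 4653, 3484 and 12 against 0, 288 and 12, with 1, 1 and 3 splits as large.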
